# Cell fate decision by a morphogen-transcription factor-chromatin modifier axis

**DOI:** 10.1038/s41467-024-50144-z

**Published:** 2024-07-29

**Authors:** Jin Ming, Lihui Lin, Jiajun Li, Linlin Wu, Shicai Fang, Tao Huang, Yu Fu, Dong Liu, Wenhui Zhang, Chen Li, Yongzheng Yang, Yi Huang, Yue Qin, Junqi Kuang, Xingnan Huang, Liman Guo, Xiaofei Zhang, Jing Liu, Jiekai Chen, Chengchen Zhao, Bo Wang, Duanqing Pei

**Keywords:** Reprogramming, Morphogen signalling

## Abstract

Cell fate decisions remain poorly understood at the molecular level. Embryogenesis provides a unique opportunity to analyze molecular details associated with cell fate decisions. Works based on model organisms have provided a conceptual framework of genes that specify cell fate control, for example, transcription factors (TFs) controlling processes from pluripotency to immunity^1^. How TFs specify cell fate remains poorly understood. Here we report that SALL4 relies on NuRD (nucleosome-remodeling and deacetylase complex) to interpret BMP4 signal and decide cell fate in a well-controlled in vitro system. While NuRD complex cooperates with SALL4 to convert mouse embryonic fibroblasts or MEFs to pluripotency, BMP4 diverts the same process to an alternative fate, PrE (primitive endoderm). Mechanistically, BMP4 signals the dissociation of SALL4 from NuRD physically to establish a gene regulatory network for PrE. Our results provide a conceptual framework to explore the rich landscapes of cell fate choices intrinsic to development in higher organisms involving morphogen-TF-chromatin modifier pathways.

## Abstract (web summary)

Cell fate decisions remain poorly understood at the molecular level. Here Ming *et al*. show that BMP4 as the signal diverting cell fate away from epiblast/pluripotency to hypoblast/primitive endoderm fate during JGES reprogramming by promoting the dissociation of SALL4 from NuRD.

## Introduction

How a single cell, the fertilized egg, gives rise to all cells in an individual remains an unresolved question^2^. Intuitively, the entire process is quite simple, i.e., a series of cell divisions giving rise to the total number and types of cells in an individual, such as the estimated two hundred trillion cells in a human being^3^. The binary process of doubling has been well understood under the framework of cell cycle^4^. How cell fate decision is specified at each division remains largely unknown at the molecular level. Genes involved in cell fate decisions have been identified in model organisms mostly. For example, the complete cell lineage of *C. elegans* enabled the identification of genes involved in an extreme case of cell fate decision^5^, cell death, which laid the foundation of subsequent biochemical delineation of the cell death pathway^6^. the fruit fly has provided an early link between chromosome aberration and developmental defects such as the homeotic mutations leading to the realization of developmental programming hardwired in the genome, i.e., the co-linearity of HOX clusters and body segmentations conserved in both invertebrates and vertebrates^7–9^. However, unlike cell death which can be modeled quite faithfully in vitro, developmental cell fate decisions to generate diverse cell types have not been modeled successfully in vitro. A fertilized mouse egg undergoes the first time cell fate decision, giving rise to trophectoderm or TE and inner cell mass or ICM, around E4.5-E5.5, mouse ICM makes the second fate decision to generate hypoblast or primitive endoderm and epiblast^10,11^. Compared to trophectoderm and epiblast, primitive endoderm is rarely analyzed at molecular details like the epiblast, which ESCs serve as a faithful in vitro copy, but could be as critical as the other cells in embryogenesis. For example, PrE releases the nodal signaling molecule, which affects the anterior-posterior axis specialization process during embryonic gastrulation^12^. Knockout of PrE related genes, for instance, *Sox17* and *Lama1*, arrests embryonic development^13,14^. Recent studies performed on blastoids indicate that PrE over-differentiation might cause intrauterine development lethality^15^. However, the underlying mechanism of PrE lineage specification remains unknown. BMP signals have been reported to play an important role in PrE based on studies using dominant negative forms of BMP receptor 2 and small molecule antagonists^16^. Similarly, *Sall4* is required for the development of the epiblast and primitive endoderm^17^, *Sall4* KO embryos arrest around E6.5 slightly later than the embryo implantation process^18^, a stage controlled by PrE. However, the relationship between *Sall4* and *Bmp4* has not been reported so far in any cell fate decision process. Here we report an in vitro model of cell fate decision whereby BMP4 specifies PrE fate by dissolving the pluripotent-bound SALL4-NuRD complex^19^. This system may allow detailed biochemical analysis to delineate the molecular mechanisms associated with cell fate decisions.

## Results

### BMP4 blocks pluripotency induction

We have recently shown that JGES(*Jdp2*-*Glis1*-*Esrrb*-*Sall4*) can convert E13.5 mouse embryonic fibroblasts or MEFs to naive pluripotency (~E3.5 inner cell mass or ICM) in a NuRD-dependent manner^20^. We then wished to improve this process by testing various factors previously known to enhance reprogramming. We surprisingly find that BMP4, a component of the TGF-b superfamily, previously shown to improve OSKM reprogramming^21,22^, inhibits JGES reprogramming dramatically (Fig. 1a–c). This unexpected finding suggests that BMP4 might have diverted the cell fate trajectory away from pluripotency along the reprogramming pathway. To gain further insight into this process, we ask if BMP4 inhibition is time-dependent and show that there is a window of sensitivity in the first 3 days (Fig. 1d). We also show that the system is dose-dependent (Fig. 1e, f), with ~1 ng/ml capable of inhibiting ~50%. These results demonstrate that BMP4 blocks JGES reprogramming to pluripotency in a time and dose-dependent manner.

**Fig. 1:**
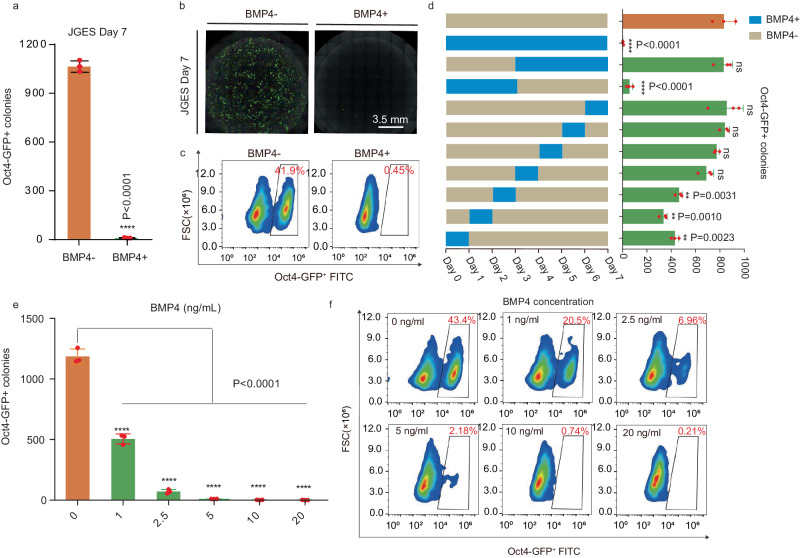
BMP4 blocks pluripotency induction. **a** Bar plot for *Oct4* GFP positive iPS colonies numbers of JGES reprogramming under BMP4+ and BMP4− conditions at Day 7, data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, ****p < 0.001, error bars here represent mean with SD. **b** Whole well screening photograph of (**a**), scale bar = 3.5 mm. **c** Flow cytometry results show the *Oct4* GFP positive iPS cell percentage of (**a**). **d** Schema chart and the histogram show *Oct4* GFP positive iPS colonies numbers under BMP4 treatment at different time point, data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001, error bars here represent mean with SD. **e** Histogram shows *Oct4* GFP positive iPS colonies numbers under BMP4 treatment at different concentrations; data are mean ± s.d., two-sided, unpaired *t* test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **f** Flow cytometry results show the *Oct4* GFP positive iPS cell percentage of (**e**).

We then try to address whether BMP4 relies on the known downstream regulators such as the SMADs, a family of proteins known to mediate TGF-b super-family signaling either positively or negatively^23^. Specifically, we show that *Smad6* and *Smad7*, inhibitory or I-Smad antagonize BMP4 effectively and restore reprogramming^24^ (Supplementary Fig. 1a, b). It is of interest to note that *Smad6* has a better rescue efficiency than *Smad7* as it is more specific to BMPs^25^. These results suggest that as a classic morphogen, BMP4 specifies the choice between pluripotent and alternative fates during JGES reprogramming.

### BMP4 diverts cell fate toward extra-embryonic lineages

To identify the fate trajectory diverted by BMP4, we performed single-cell RNA-seq on JGES reprogrammed cells at day 7 with or without BMP4 as illustrated (Fig. 2a) and show that there is significant overlap among various intermediates and endothelial cells between BMP4− and BMP4+ samples (Fig. 2b, c and Supplementary Fig. 2a). However, there is a clear separation of the pluripotent cluster in BMP4− vs. primitive endoderm cell-like cells (PrECLCs) cluster in BMP4+ population (Fig. 2b, c). In addition, there are also minor clusters specific for placenta-like cells in the BMP4+ population (Fig. 2c).

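JGES reprogrammed cells of day 7 were sequenced as 1 sample with BMP4 and 1 sample without, so no value of this experiment has a replicate. The authors aligned the reads to mm10 with the GENCODE vM21 annotation by STARsolo, and deposited UMI counts per gene and cell together with the cell type they had assigned to each cell. The count table lists 30769 cells and 20695 genes by symbol. Of these cells, 11335 came from the BMP4+ sample and 8685 from the BMP4− sample, and the remaining 10749 cells, MEF and ESC cells of other work, were not used here. The BMP4+ cells held 269277477 UMIs in all, with a median of 21205 per cell (range 6990 to 100374). The BMP4− cells held 123159447 UMIs, with a median of 12738 per cell (range 4163 to 57071). A median of 4427 genes was detected per BMP4+ cell and 2783 per BMP4− cell. Cells were grouped by the authors' cell types. Shares of cells carry exact (Clopper-Pearson) 95% confidence intervals and sums of UMIs carry exact Poisson intervals, and both cover counting error only, within 1 culture each. Gene levels are given in CPM, the UMIs of a gene as a share of all UMIs of the same cells.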

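Overlap between the samples was measured as the share of each cell's 15 nearest neighbors that came from the other sample. Neighbors were found in 30 principal components of the 2000 most variable genes, without any correction between samples. If the samples were fully mixed, 43.4% of the neighbors of a BMP4+ cell would be BMP4− cells. Among BMP4+ intermediate cells the share was 0.0496%, and among BMP4+ endothelial cells it was 0.0413%. Among BMP4− intermediate cells it was 0.0290%, where full mixing would give 56.6%, and no neighbor of a BMP4− endothelial cell came from the BMP4+ sample. With each gene centered within its sample, the share was 6.01% for BMP4+ intermediate and 4.81% for BMP4+ endothelial cells, and 0.331% for BMP4− intermediate and 0.289% for BMP4− endothelial cells. This measure and its settings were chosen after the cells had been seen. The samples also used different barcode sets, with 960 and 480 barcode starts and 129 in both. Library kit or batch may therefore keep the cells apart, and cannot be told apart from BMP4 here.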

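The authors' label ParE, which can also be read as parietal endoderm, was read as PrECLCs, and the scRNA-seq values of PrECLCs rest on that reading. All 1825 pluripotent cells came from the BMP4− sample, and of the PrECLCs 2372 were BMP4+ and 142 were BMP4− cells. *Dppa5a* was at 6305 CPM in the pluripotent cells and at 261 CPM in the BMP4− intermediate cells. *Zfp42* was at 231 CPM and *Nanog* at 99.9 CPM in the pluripotent cells, against 5.72 CPM of *Nanog* in the BMP4− intermediate cells. Over all BMP4+ cells, *Dppa5a* was at 6.95 CPM, *Zfp42* at 2.66 CPM and *Nanog* at 0.145 CPM. In the BMP4+ PrECLCs, *Pth1r* was at 259 CPM, *Dab2* at 433 CPM and *Lama1* at 213 CPM.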

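Placenta-like cells made up 3.40% of the BMP4+ cells (385 of 11335, 95% confidence interval 3.07 to 3.75%). None was found among the 8685 BMP4− cells, which allows a share of up to 0.0345%. Placenta-like cells had the highest median depth of the BMP4+ cell types, 28906 UMIs per cell. Their share depended on how cells were assigned: clustering at Leiden resolution 1 gave 1.92%, and at resolution 0.5 no cluster was placenta-like. At that resolution 326 of the 385 cells fell in a cluster of 1768 cells that was named endothelial. Counting cells with UMIs of at least 3 of 6 placenta markers gave 14.8% of the BMP4+ and 1.01% of the BMP4− cells.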

**Fig. 2:**
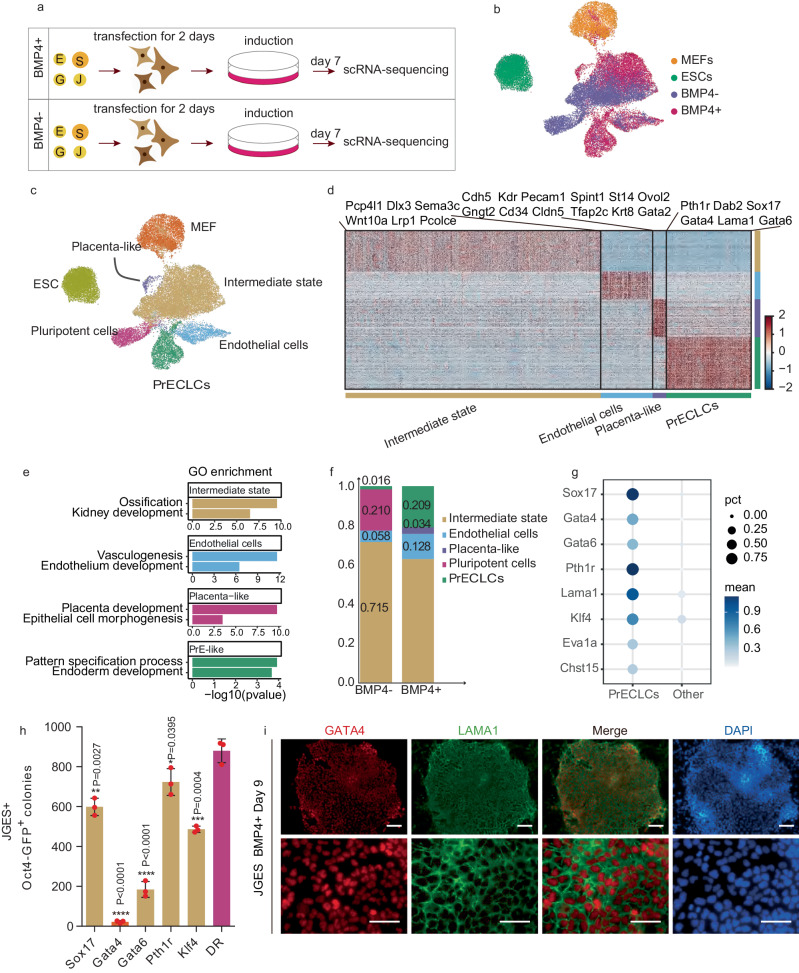
BMP4 diverts cell fate toward extra-embryonic lineages. **a** Flow chart shows the single-cell RNA sequencing under BMP4+ and BMP4− conditions after 7 days induction. **b** and **c** UMAP projection of 30,769 cells from MEF, ESC, and JGES reprogramming at day 7, colored by conditions or cell types, MEF and ESC data are from other’s work^35^. **d** Heatmap shows differentially expressed genes (DEGs) of four cell types (two-sided *t*-test, *p*-value < 0.01 and log fold change > 0.2). **e** Bar plots showing the representative Gene Ontology (GO) terms. One-sided Fisher’s exact test was used to perform enrichment, and terms with Benjamini–Hochberg adjusted *p*-value < 0.1 were selected. The enrichment was performed using the R package clusterProfiler^36^. **f** Stack bar plots showing the proportion of cell types between ±BMP4 conditions. **g** Dot plot showing the mean and percentage (expression = 0, pct) of PrECLCs marker genes between PrECLCs and the other cells at day 7. **h** Bar plot for Oct4 GFP positive iPS colonies numbers of indicated gene expression through JGES reprogramming, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, error bars here represent mean with SD. **i** Immunofluorescence staining shows the PrECLCs shape clone in BMP4+ condition at day 9 are GATA4 and LAMA1 dual positive, scale bar = 250 μm, *n* = 3 independent experiments.

Detailed analysis further reveals four major clusters with representative marker genes labeled on the top (Fig. 2d), including (1) the intermediate cluster is related to ossification and kidney development, (2) the endothelial cluster is related to vasculogenesis and endothelial development, (3) the placenta-like cluster is related to placenta development and epithelial cell morphogenesis, and finally (4) the PrECLCs cluster is related to pattern specification process and endoderm development (Fig. 2e). 

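Marker genes named in Fig. 2d for endothelial, placenta-like and intermediate cells were compared between cell types of the BMP4+ sample. In endothelial cells *Kdr* was at 203 CPM, *Cdh5* at 179 CPM and *Pecam1* at 103 CPM, against 3.58 CPM of *Kdr* and 3.04 CPM of *Cdh5* in intermediate cells. In placenta-like cells *Krt8* was at 995 CPM, *Spint1* at 127 CPM and *Tfap2c* at 57.0 CPM. The intermediate cells had 93.2 CPM of *Krt8*, 8.39 CPM of *Spint1* and 2.70 CPM of *Tfap2c*, and the PrECLCs had 359 CPM of *Krt8*. In intermediate cells *Pcolce* was at 359.6 CPM and *Lrp1* at 87.8 CPM, against 43.7 and 9.62 CPM in PrECLCs. The GO term enrichment of Fig. 2e was not repeated.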

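PrECLCs made up 20.9% of the BMP4+ cells at day 7 (2372 of 11335, 95% confidence interval 20.2 to 21.7%). Pluripotent cells made up 21.0% of the BMP4− cells (1825 of 8685, 20.2 to 21.9%). No BMP4+ cell was pluripotent, which allows a share of up to 0.0265%. The alternative that moved the PrECLC share most was to count every BMP4+ cell with UMIs of at least 3 of 6 PrE markers, which gave 24.2%. The same rule with 6 pluripotency markers gave 28.8% pluripotent cells in the BMP4− sample and 0.441% in the BMP4+ sample. When each sample was clustered alone, PrECLCs made up 17.99% of the BMP4+ cells.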

Interestingly, among the clusters in BMP4+ and BMP4− cells at day 7, ~20% of cells are either PrECLCs or iPSCs respectively (Fig. 2f). It is of interest that, in the absence of BMP4, both PrECLCs and endothelial-like cells can be identified, albeit at much lower frequencies, 0.016% and 0.058% (Fig. 2f), suggesting that the JGES reprogramming is capable of generating quite diverse cell types without BMP4.

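Among the BMP4− cells, 142 were PrECLCs, a share of 1.64% (95% confidence interval 1.38 to 1.92%), and 507 were endothelial-like, a share of 5.84% (5.35 to 6.35%). In the BMP4+ sample 1453 cells were endothelial-like, a share of 12.8% (12.2 to 13.4%). The BMP4− PrECLCs had a median of 11562 UMIs and the BMP4− endothelial-like cells 15083. *Kdr* was at 141 CPM and *Cdh5* at 55.5 CPM in the BMP4− endothelial-like cells. Clustering at Leiden resolution 1 put 406 of these cells in 1 cluster, in which all 6 endothelial markers were raised and the leading genes were blood genes. Of the BMP4− PrECLCs, 32 (22.5%, 16.0 to 30.3%) also carried more than 12.3 UMIs of pluripotency genes per 10000 UMIs. From the presence of both cell types without added BMP4, the paper proposes that JGES reprogramming can give rise to diverse cell types by itself.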

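The levels of PrE genes were read from the cells of each type, and the files list genes by symbol, so identifiers and mm10 positions come from the GENCODE vM21 annotation. *Lama1* (ENSMUSG00000032796) lies on chromosome 17 from 67697259 to 67822647, and over all cells it was at 59.2 CPM in BMP4+ and 7.23 CPM in BMP4− cells. *Dab2* (ENSMUSG00000022150), on chromosome 15 from 6299788 to 6440712, was at 107 CPM against 12.3 CPM. *Cited1* (ENSMUSG00000051159), on chromosome X from 102247381 to 102252181, was at 309.9 CPM against 38.5 CPM, and reached 1123 CPM in BMP4+ PrECLCs. *Eva1a* (ENSMUSG00000035104) lies on chromosome 6 from 82041043 to 82093099 and was at 52.9 CPM in BMP4+ PrECLCs. *Chst15* (ENSMUSG00000030930) lies on chromosome 7 from 132235780 to 132317228 and was at 39.3 CPM in the same cells. Genes were also ranked by their fold in BMP4+ PrECLCs over all other BMP4+ cells, among genes with a UMI in at least 10% of the PrECLCs, and the 100 highest were kept as a second PrE list. *Spink1* stood first with a log2 fold of 5.65, and *Pth1r* and *Dab2* followed further down with 5.27 and 5.15. The 12 genes the paper names as PrE genes or regulons (*Gata4*, *Gata6*, *Sox17*, *Pth1r*, *Lama1*, *Dab2*, *Cited1*, *Eva1a*, *Chst15*, *Pitx1*, *Foxa2* and *Klf4*) all had more UMIs in CPM with BMP4, with a median log2 change of 2.63 between the samples.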

To further define the mechanism specifying pluripotency vs. PrE^16,17^, we screen factors for PrECLCs based on public internal datasets (Fig. 2g). 

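Bulk RNA-seq of JGES reprogramming covered days 1, 3, 5 and 7 with and without BMP4, with 1 library per day and condition and no replicates. The authors mapped the reads to mm10 with HISAT2 and deposited FPKM values from StringTie for 35976 genes. The number of reads behind each FPKM value is unknown, so no counting interval can be given. Between 12634 and 14166 genes per library had an FPKM of at least 1. Changes were computed here as differences of log2(FPKM+1). At day 7, *Sox17* (chromosome 1, 4490931 to 4497354) was at 3.11 FPKM without and 12.6 FPKM with BMP4, a log2 change of 1.73. *Gata4* went from 10.3 to 20.7 FPKM, a log2 change of 0.95. *Gata6* (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) went from 12.1 to 7.00 FPKM and fell by 0.71. In the scRNA-seq data *Gata6* was at 25.8 CPM in BMP4+ and 5.64 CPM in BMP4− cells, with 74.4 CPM in BMP4+ PrECLCs and 25.5 CPM in endothelial cells.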

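Over the 12 PrE genes, the median log2 change with BMP4 at day 7 was 0.84, with 8 genes higher and 4 lower. This median lay above 99.99% of 10000 random lists of 12 genes matched on mean expression, a comparison that describes these libraries only. The rises included *Cited1* (from 5.52 to 74.8 FPKM), *Pitx1* (from 2.72 to 35.3 FPKM) and *Dab2* (from 9.82 to 72.6 FPKM). The 3 other genes that fell besides *Gata6* were *Lama1* (from 30.1 to 23.1 FPKM), *Foxa2* (from 10.8 to 8.29 FPKM) and *Klf4* (from 25.4 to 16.7 FPKM). A pseudocount of 0.1 in place of 1 moved the median most, to 0.96. At day 7 the median of all 15347 genes with an FPKM of at least 1 was −0.14, and at day 5 that of 14928 genes was −0.18. With the libraries scaled to the same median ratio, these medians were −0.03 and −0.02, and that of the PrE genes at day 7 was 0.94. At earlier days the median of the PrE genes was −0.03 at day 1, −0.16 at day 3 and −0.33 at day 5, all within the middle 95% of random lists. The 100 genes of the PrECLCs, which were picked from the scRNA-seq sample with BMP4, had a median of 0.86 at day 7, with 83 higher and 16 lower. Among 10260 genes with an FPKM of at least 5 in either day 7 library, the largest rises were in *Mir7678*, *Slpi* (from 0.435 to 143 FPKM) and *Iapp* (from 1.09 to 194 FPKM). The largest falls were in *Mir7024*, *Fthl17c* and *Gm8764*, which were at 55.3, 45.7 and 44.5 FPKM without BMP4 and listed at 0 with it.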

By qPCR (Supplementary Fig. 2b) and bulk RNA-seq (Supplementary Fig. 2c), we show that genes such as *Sox17* and *Gata4/6* are highly enriched in PrECLCs^26,27^. To see if these genes play any potential role in the bifurcating decision between pluripotent and PrE fates, we tested each gene in JGES and showed that *Gata4* is a critical inhibitor in blocking pluripotent reprogramming (Fig. 2h).

We further validated several critical PrE markers by immunofluorescence and show that GATA4^+^/LAMA1^+^ clones are present in JGES reprogramming^28^ (Fig. 2i). Indeed, we can identify PrECLCs clones at day 9 in both BMP4− and BMP4+ JGES reprogramming (Supplementary Fig. 2d) with clear boundaries, plump cell morphology, and very condense extracellular matrix, a critical characteristic of primitive endoderm^29^. In an effort to match these in vitro generated PrECLCs with mouse embryonic cells, we compared them to those reported in E4.5–E5.5 embryos (Supplementary Fig. 2e, f) and show that, indeed PrECLCs cluster with primitive endoderm (PrE) and pluripotent cells cluster with epiblast. Additionally, we find that PrECLCs are closer to PrE than parietal endoderm (PaE) or vesical endoderm (VE) in vivo (Supplementary Fig. 2g), confirming them as PrE cell-like cells or PrECLCs. 

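The pluripotency genes used here were *Nanog*, *Sox2*, *Zfp42*, *Dppa2*, *Dppa3*, *Dppa4*, *Dppa5a*, *Tdgf1*, *Utf1*, *Fgf4*, *Nr0b1*, *Tfcp2l1*, *Klf2*, *Klf5*, *Tdh*, *Gdf3*, *Tcl1*, *Prdm14*, *Lin28a* and *Dnmt3l*, a list without the delivered factors. Between the scRNA-seq samples their median log2 change with BMP4 was −3.36, with 17 of 20 lower. In bulk RNA-seq of JGES their median log2 change was 0 at day 1, −1.27 at day 3 and −2.98 at day 5, when all 20 were lower. The BMP target genes *Id1*, *Id2*, *Id3*, *Smad6*, *Smad7* and *Bambi* had a median log2 change with BMP4 of 1.72, 1.67, 1.68 and 1.71 at days 1, 3, 5 and 7, with 5 of 6 higher at day 5 and all 6 at the other days. In the scRNA-seq samples the median log2 change of these 6 genes was 1.96, and *Id1* was at 550 CPM with BMP4 and 147.6 CPM without.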

In summary, the JGES reprograming system could reset MEFs into pluripotent states or alternative fates, such as those from an extra-embryonic lineage, in a BMP4-sensitive manner.

### BMP4 targets SALL4 to specify alternative fates

The fact that BMP4 clearly inhibits JGES reprogramming suggests that it mediates cell fate decisions in a TF-dependent manner. Indeed, we show that BMP4 dramatically enhances OS (*Oct4*+*Sox2)* reprogramming efficiency in iCD3 as previously described^30^ (Fig. 3a), thus ruling out any role iCD3 may play in the inhibitory effect. We then focused on each individual TF by performing drop-out experiments with *Jdp2*, *Glis1*, *Esrrb* and *Sall4* as illustrated (Fig. 3b), and show that we can rule out *Jdp2* and *Glis1*, but not *Esrrb* and *Sall4* for they are both important in pluripotency induction (Fig. 3c). Since dropping either *Esrrb* or *Sall4* lowers reprogramming efficiency to such a negligible level, we introduce *Oct4*, a factor not involved in BMP4-mediated inhibition but important in pluripotency induction, to JGES, and show that BMP4 remains capable of blocking JGESO reprogramming by reducing the efficiency by ~70% (Fig. 3d). We repeated the dropout experiments with JGESO and show that *Sall4* is the only factor conferring sensitivity to BMP4, remarkably, dropping out *Sall4* in fact renders the remaining JGEO responsible to BMP4 positively (Fig. 3e). BMP4 also enhances OS + JGE reprogramming as expected (Fig. 3f). Alternatively, we tested each of JGES one by one in OS and show that BMP4 enhances reprogramming, except when *Sall4* is added (Fig. 3g). When *Sall4* is added to OS, BMP4 become an inhibitor of reprogramming, and even when J, G, and E are present alone or together (Fig. 3h). These results demonstrate clearly that BMP4 targets *Sall4* to block iPSC reprogramming.

**Fig. 3:**
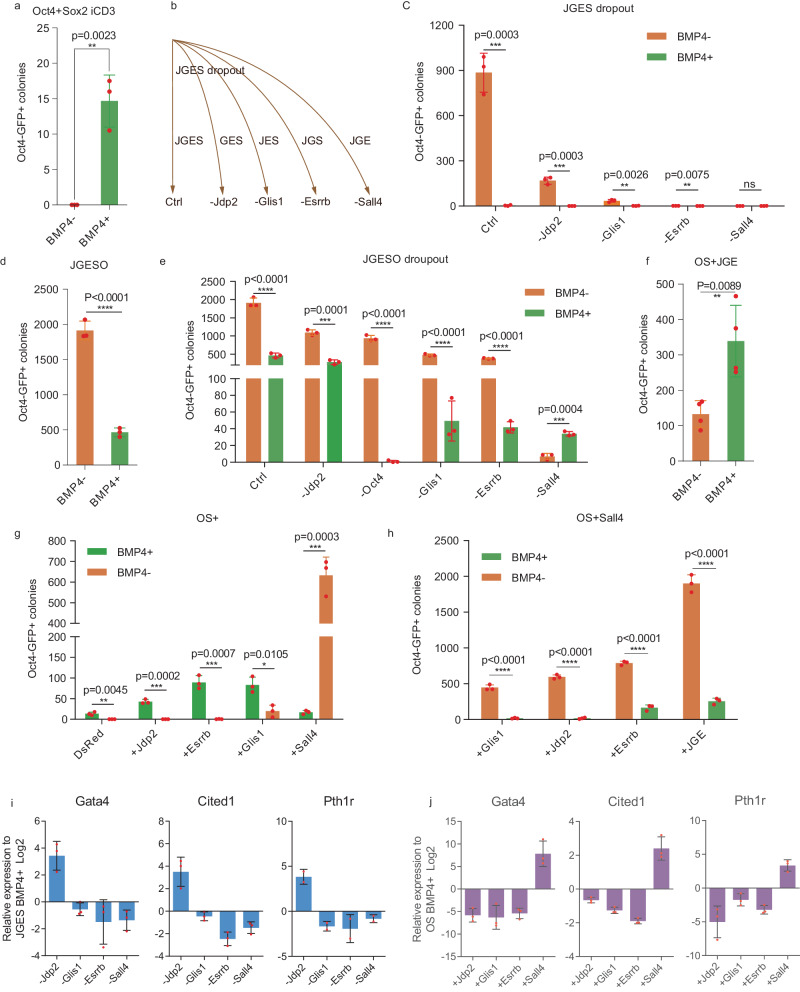
BMP4 targets Sall4 for specifying alternative fate. **a** Histogram shows *Oct4* GFP positive iPS colonies numbers of *Oct4* plus *Sox2* reprograming with or without BMP4 treatment, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **b** Schema chart shows the single-factor dropout strategy of JGES. **c** Histogram shows *Oct4* GFP positive iPS colonies numbers under different factor dropout in JGES reprogramming at day 7 with or without BMP4 treatment, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **d** Histogram shows *Oct4* GFP positive iPS colonies numbers of JGES reprogramming plus *Oct4* with or without BMP4 treatment, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **e** Histogram shows *Oct4* GFP positive iPS colonies numbers under single factor dropout in JGESO reprogramming at day 7 with or without BMP4 treatment, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **f** Histogram shows *Oct4* GFP positive iPS colonies numbers of OS plus JGE reprograming system with or without BMP4 treatment, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **g** Histogram for *Oct4* GFP positive iPS colonies numbers of OS plus DsRed,  *Jdp2*, *Esrrb*, *Glis1*, *Sall4* experiments under BMP4+ and BMP4− conditions at Day 7, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **h** Histogram for *Oct4* GFP positive iPS colonies numbers of *Glis1*, *Jdp2*, *Esrrb*, JGE in OS plus *Sall4* reprogramming system under BMP4+ and BMP4− conditions at Day 7, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **i** and **j** Histograms show the qPCR results of PrE gene relative expression level of every group, *n* = 3 independent experiments, error bars here represent mean with SD.

To clarify BMP4–SALL4 axis in pluripotency inhibition and PrE formation, we perform bulk RNA-seq on JGE, JGES, JGEO, JGESO under BMP4+ and BMP4− at day7, when SALL4 exists, BMP4 exhibits inhibition effect on pluripotent genes and promotion effect on PrE genes (Supplementary Fig. 3a–d). 

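MEFs with JGE, JGES, JGEO or JGESO (*Jdp2*, *Glis1* and *Esrrb*, alone or with *Sall4*, *Oct4* or both) were profiled at day 7 with and without BMP4, again with 1 library each. These 8 libraries were deposited as FPKM of 37108 genes. *Sall4* itself was at 174 FPKM in JGESO and at 279.6 FPKM in JGES without BMP4, against 28.9 FPKM in JGEO and 2.09 FPKM in JGE. *Pou5f1* was at 1569.9 FPKM in JGEO without BMP4. The pluripotency genes had a median log2 change with BMP4 of −3.71 in JGES, below every random list, with 19 of 20 genes lower. In JGESO the median was −0.37 (15 lower, at percentile 0.07 of random lists), in JGEO it was 0.43 (17 higher, at percentile 100) and in JGE it was 0 (7 higher and 5 lower). With *Pou5f1*, *Esrrb* and *Sall4* added to the list, the medians were −3.66 in JGES, −0.24 in JGESO and 0.34 in JGEO. The PrE genes had a median log2 change of −0.09 in JGE (5 higher and 7 lower) and of 0.37 in JGEO (8 higher, at percentile 99.05). In JGESO it was −0.28 (9 lower, at percentile 3.51). With the 100 genes of the PrECLCs in place of the 12 it was 0.19 there (60 higher and 40 lower, at percentile 99.98). The same 100 genes gave 0.21 in JGEO (at percentile 99.97) and −0.05 in JGE (at percentile 7.04).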

We repeated the same set of dropout experiments with BMP4 treatment again, qPCR results show that *Jdp2* is the only factor to inhibit PrE cell fate, the other three factors, including *Sall4,* work cooperatively to enhance PrE cell fate (Fig. 3i). On the other hand, when adding JGES one by one to OS under BMP4 treatment, *Sall4* turns out to be the only factor that enhances PrE gene expression (Fig. 3j). These results suggest that the BMP4–SALL4 axis acts synergistically to impede pluripotency, and promote PrE fate.

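The BMP targets had a median log2 change with BMP4 of 1.21 in JGE, with all 6 genes higher. It was −0.06 in JGEO and 0.20 in JGESO, both within random lists, so whether added BMP4 acted there is open. *Id1* rose from 48.8 to 188 FPKM in JGE, and was at 81.1 and 60.1 FPKM in JGEO without and with BMP4. In JGESO *Id1* was at 339 FPKM without BMP4 and 334 FPKM with it, against 65.0 and 239.7 FPKM in JGES. Without added BMP4, all 12 PrE genes were higher in JGESO than in JGES, with a median log2 difference of 2.24. From the inhibition of pluripotency genes and the rise of PrE genes where *Sall4* was present, together with qPCR results not analysed here, the paper proposes that BMP4 and SALL4 act together to impede pluripotency and favor the PrE fate.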

### BMP4 dissociates SALL4 from NuRD

We have previously shown that NuRD is important to orchestrate iPSC reprogramming in JGES, in contrast to its reported role as a barrier in OKSM reprogramming. We further reported that NuRD is recruited by SALL4 to close somatic loci via its N-terminal 12 AA residues^20^. To test if BMP4 may disrupt the NuRD–SALL4 axis, we performed IP-MS on SALL4 in BMP4+ and BMP4− groups on day 3 (Fig. 4a) and show, by volcano map, that SALL4-NuRD interaction is disrupted (Fig. 4b, Supplementary Data 1). Components of NuRD are significantly down-regulated in BMP4+ IP-MS experiments (Fig. 4b) and confirmed in Co-IP experiments (Fig. 4c). These results indicate that BMP4 may block iPSC reprogramming by disrupting the SALL4–NuRD axis.

**Fig. 4:**
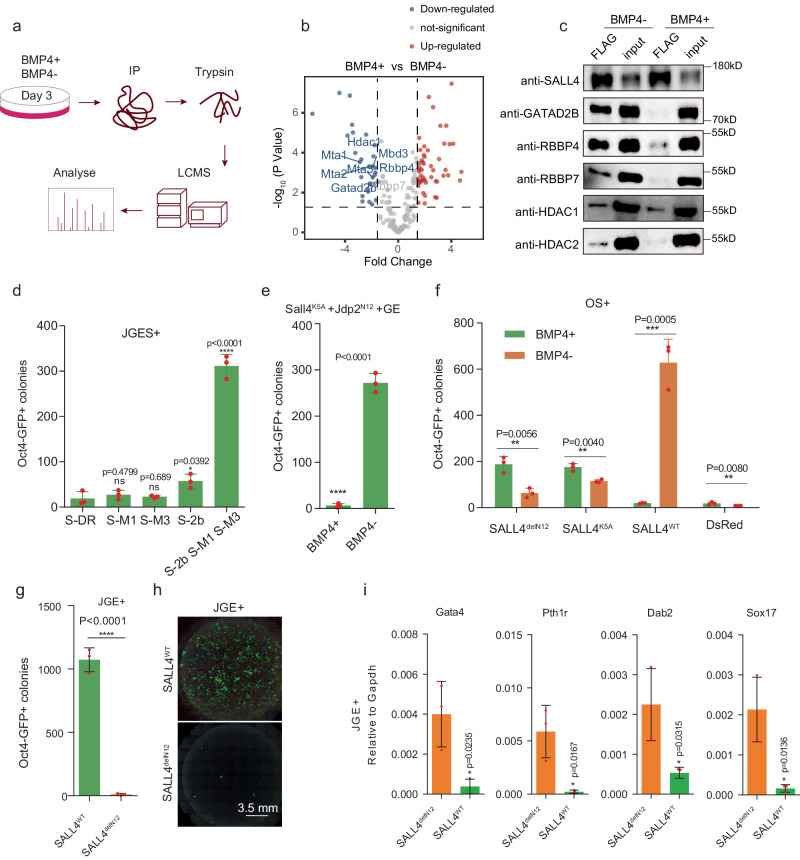
BMP4 dissociates SALL4 from NuRD. **a** Flow chart shows the enriched proteins of SALL4 pull down followed by LCMS analysis under BMP4+ and BMP4− conditions of JGES reprogramming at day 3. **b** Volcano map shows down-regulated interaction proteins colored in blue, not significant interaction proteins colored in gray, and up-regulated interaction proteins colored in red, NuRD complex subunits were marked in blue, IP-MS experiments were performed in triplicates and a two-sided *t*-test was applied. *P* < 0.05 and fold change = 1.5 were used as thresholds. **c** Western blots shows the results of SALL4 Co-IP on SALL4-NuRD subunits interaction under BMP4+ and BMP4− conditions at day 3 of JGES reprogramming, Flag beads were used to pull down SALL4 fusion with Flag tag, and interaction proteins from cell lysates, *n* = 3 independent experiments. **d** Histogram shows *Oct4* GFP positive iPS colonies numbers of JGES reprograming plus fusion proteins in Supplementary Fig. 4a, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **e** Histogram shows *Oct4* GFP positive iPS colonies numbers of *Sall4*^K5A^, *Jdp2*^N12^, *Glis1*, *Esrrb* reprogramming under BMP4+ and BMP4− conditions, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **f** Histogram shows *Oct4* GFP positive iPS colonies numbers of OS plus *Sall4*^delN12^, *Sall4*^K5A^, *Sall4*^WT^, and DsRed reprograming under BMP4+ and BMP4− conditions, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **g** Bar plot for *Oct4* GFP positive iPS colonies numbers of JGE plus *SALL4*^WT^ or *SALL4*^delN12^ reprogramming at Day 7, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **h** Whole well screening photograph of Fig. 4g, scale bar = 3.5 mm. **i** Histograms show the qPCR results of PrE gene relative expression level of every group, *n* = 3 independent experiments, error bars here represent mean with SD.

To directly test if the disrupted cooperation plays a crucial role, we constructed inducible fusion constructs between SALL4 and three components of NuRD, i.e., GATAD2B, MTA1 and MBD3 as illustrated in (Supplementary Fig. 4a). Interestingly, while SALL4-MTA1 or MBD3 has minimal effect, SALL4-GATAD2B can significantly enhance iPSC generation, furthermore, when SALL4-GATAD2B, SALL4-MTA1, SALL4-MBD3 fusion constructs are expressed together at the first three days, the reprogramming efficiency could be enhanced in a synergistically fashion (Fig. 4d), (Supplementary Fig. 4b). These results suggest that covalent fusion between SALL4-NuRD can partially restore iPSC reprogramming in the presence of BMP4.

We also tested the SALL4-NuRD cooperation in an alternative way. We took advantage of our earlier finding that the N terminal 12AAs (N12) of SALL4 plays a critical role in cooperation with NuRD in reprogramming. We tested the effect of BMP4 on N12-JDP2, which was previously shown to be able to rescue mutants such as SALL4^K5A^, along with Glis1 and Esrrb. As shown in Fig. 4e, BMP4 could also inhibit the reprogramming efficiency of this system by dissociating N12-JDP2 and GATAD2B interaction (Supplementary Fig. 4c). These results suggest that BMP4 blocks reprogramming by disrupting the N12–NuRD interaction. In fact, we show that BMP4 only improves reprogramming when SALL4 no longer can interact with NuRD comparing reprogramming efficiency between SALL4^WT^ with SALL4^delN12^ and SALL4^K5A^. (Fig. 4f), While SALL4^delN12^ fails to promote iPSC generation (Fig. 4g, h), it can also effectively enhance PrE-related gene expression such as *Gata4* (Fig. 4i).

### BMP4 activates PrE regulons

BMP4 is critical for many physiological functions. To probe its role in our system, we performed regulon analysis with our scRNA-sequencing data, and identified five top regulons centered on *Sox17*, *Pitx1*, *Klf4*, *Gata4*, and *Foxa2* in PrECLCs (Fig. 5a). 

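The counts of the 5 regulon genes were read from the BMP4+ cells, and the regulon scores of Fig. 5a were not analysed here. *Sox17* (ENSMUSG00000025902) was at 262.5 CPM in PrECLCs, 37.3 CPM in endothelial and 31.2 CPM in placenta-like cells. *Pitx1* (ENSMUSG00000021506), on chromosome 13 from 55825051 to 55836192, was at 442 CPM in PrECLCs and between 10.8 CPM (intermediate) and 59.9 CPM (placenta-like) in the other types. *Klf4* (ENSMUSG00000003032), on chromosome 4 from 55527143 to 55532466, was at 118 CPM in PrECLCs, 41.8 CPM in placenta-like and 30.6 CPM in intermediate cells. *Foxa2* (ENSMUSG00000037025), on chromosome 2 from 148042877 to 148046969, was at 61.7 CPM in PrECLCs and 2.56 CPM in intermediate cells.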

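Between the scRNA-seq samples, *Gata4* was at 19.1 CPM over all BMP4+ cells and 1.14 CPM over all BMP4− cells. The other regulon genes were also higher in the BMP4+ sample, with *Sox17* at 68.9 against 4.17 CPM and *Pitx1* at 115 against 2.05 CPM. *Foxa2* was at 16.4 against 5.93 CPM and *Klf4* at 49.1 against 14.5 CPM. In bulk RNA-seq of JGES at day 7, *Foxa2* and *Klf4* were lower with BMP4, and *Gata4*, *Sox17* and *Pitx1* higher. Each condition is 1 scRNA-seq library, so library batch and BMP4 cannot be told apart.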

Interestingly, we show that PrE genes are activated by *Gata4* with the rest of the top 5 regulons indicated (Fig. 5b–d). 

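*Gata4* (ENSMUSG00000021944) lies on chromosome 14 of mm10 from 63198922 to 63271692. In the BMP4+ sample it was at 78.3 CPM in PrECLCs (95% interval 76.1 to 80.5) and at 1.58 CPM in all other cells (1.42 to 1.76). Cells were then thinned to 4000 UMIs each, since the median depth was 23772.5 UMIs in PrECLCs, 21763 in endothelial and 19594 in intermediate cells. After thinning, 25.8% of the PrECLCs had a *Gata4* UMI (24.0 to 27.6%), against 0.344% of the endothelial cells (0.112 to 0.801%) and 0.463% of the intermediate cells (0.319 to 0.650%). Without thinning, the shares were 77.9% in PrECLCs, 2.41% in endothelial, 5.97% in placenta-like and 2.64% in intermediate cells. Shares as low as those outside the PrECLCs can come from free RNA and were read as background. In the BMP4− sample *Gata4* was at 59.8 CPM in PrECLCs (49.3 to 71.9), and 26.1% of them had a UMI after thinning (19.1 to 34.1%), against 0.129% of the intermediate cells.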

Interestingly, *Gata4* is restricted in the PrECLCs cluster. When overexpressed, *Gata4* is the most robust regulon in blocking the pluripotent fate (Fig. 5e). Consistently, qPCR results show that *Gata4* activates PrE genes significantly more than the other four factors, while *Sox17* and *Foxa2* only elevate PrE gene expression slightly (Fig. 5f). Knocking down *Gata4* leads to PrE genes down-regulation in JGES (Supplementary Fig. 5a, b). Furthermore, we also show that *Gata4* can be elevated by BMP4 (Supplementary Fig. 2b). The mutant SALL4^delN12^, unable to recruit NuRD, can activate PrE genes expression more than SALL4^WT^, thus, phenocopying BMP4 (Fig. 4g–i). These results, taken together, suggest that BMP4 activates PrE fate at the expense of pluripotent one through the SALL4–NuRD axis.

**Fig. 5:**
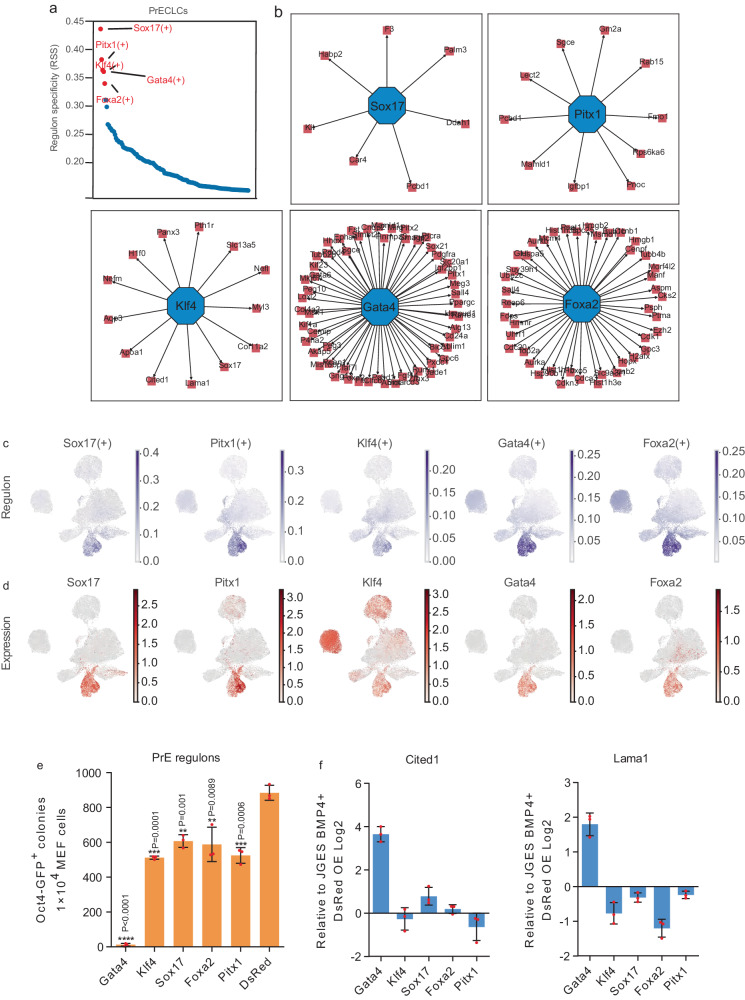
BMP4 activates PrE regulons. **a** Plot shows the top 5 regulons of PrE in JGES under BMP4+ condition. **b** Network plots show the transcription factors and their target genes. **c** and **d** UMAP show the regulon scores calculated by SCENIC (**c**) and the expression level (**d**) of transcription factors. **e** Histogram shows *Oct4* GFP positive iPS colonies numbers in different groups, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **f** Histograms show the qPCR results of PrE genes relative expression level of every group, *n* = 3 independent experiments, error bars here represent mean with SD.

### Induction of PrE by SALL4^delN12^ alone

The fact that dissociation of SALL4 from NuRD by BMP4 diverts reprogramming away from pluripotent to PrE suggests that *Sall4* plays a central role in the fate decision between epiblast- vs. hypoblast-fates. We further hypothesize that *Sall4* alone may be able to specify PrE fate. Previous studies have shown that *Esrrb* has the ability to reset MEF cells to an induced extra-embryonic endoderm (iXEN) state^31^. We also have preliminary evidence that *Sall4*, *Esrrb* and *Glis1* work cooperatively in PrECLCs induction (Fig. 3i). To test the direct relation between *Sall4* and PrE cell fate, we infected MEFs with single factor SALL4^WT^ and SALL4^delN12^ and show that GATA4 and LAMA1 double positive PrECLCs clones can emerge from both SALL4^WT^ and SALL4^delN12^ at day 11^32^ (Fig. 6a). To distinguish single factor-induced PrECLCs from JGES induced PrECLCs, we name them iPrEs. However, the earliest iPrE clones appear in SALL4^delN12^ at D3 compared to SALL4^WT^ at D9 (Fig. 6b). We performed in situ immunofluorescence experiments of GATA4 and show that SALL4^delN12^ is indeed more robust in iPrE induction than SALL4^WT^ (Fig. 6c, d). These results are consistent with the scRNA-sequence data, in which JGES BMP4− group has a very rare PrECLC population while JGES BMP4+ has a much greater PrECLC population, perhaps as a result of dissociation of SALL4-NuRD by BMP4. 

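The PrECLC share of the BMP4+ sample was larger than that of the BMP4− sample by more than the counting error under every assignment tried. With a rule of at least 3 of 6 PrE markers, 1.93% of the BMP4− cells counted as PrECLCs. Within the PrECLCs, *Sox17* was lower without BMP4, at 155 CPM (95% interval 138 to 174).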

We further show by bulk RNA-seq that the PrE markers are expressed in SALL4^delN12^ at a higher level than in SALL4^WT^ (Fig. 6e, f and Supplementary Fig. 6a).

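MEFs carrying only SALL4 WT or only SALL4 delN12 were profiled by bulk RNA-seq at days 1, 5, 9 and 11, with 1 library per form and day. The authors deposited FPKM values made in the same way as for JGES, and log2(FPKM+1) of SALL4 delN12 minus SALL4 WT is given here. *Sall4* was at 549, 491, 518 and 290.3 FPKM in the SALL4 WT libraries at days 1, 5, 9 and 11, and at 809, 623, 971 and 428 FPKM in the SALL4 delN12 libraries. The median difference of the 12 PrE genes was −0.01 at day 1, 0.26 at day 5, 1.76 at day 9 and 2.77 at day 11. At day 1 the median lay within the middle 95% of random lists (percentile 60.4), and at day 5 at percentile 99.25. At days 9 and 11 it lay above every random list. At day 11, 11 of the 12 genes were higher with SALL4 delN12. With a pseudocount of 0.1 the medians were 0.44 at day 5, 2.54 at day 9 and 3.30 at day 11, and without *Klf4* the median at day 1 was 0.01. The 100 genes of the JGES PrECLCs had medians of 0 at day 1, 0.12 at day 5, 0.71 at day 9 and 1.55 at day 11. From day 1 to day 11 the PrE genes rose by a median of 2.58 with SALL4 delN12, where all 12 rose, and by 0.57 with SALL4 WT, where 10 rose. From these levels the paper states that PrE markers are expressed more highly in SALL4 delN12 than in SALL4 WT.

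**Figure D1:**
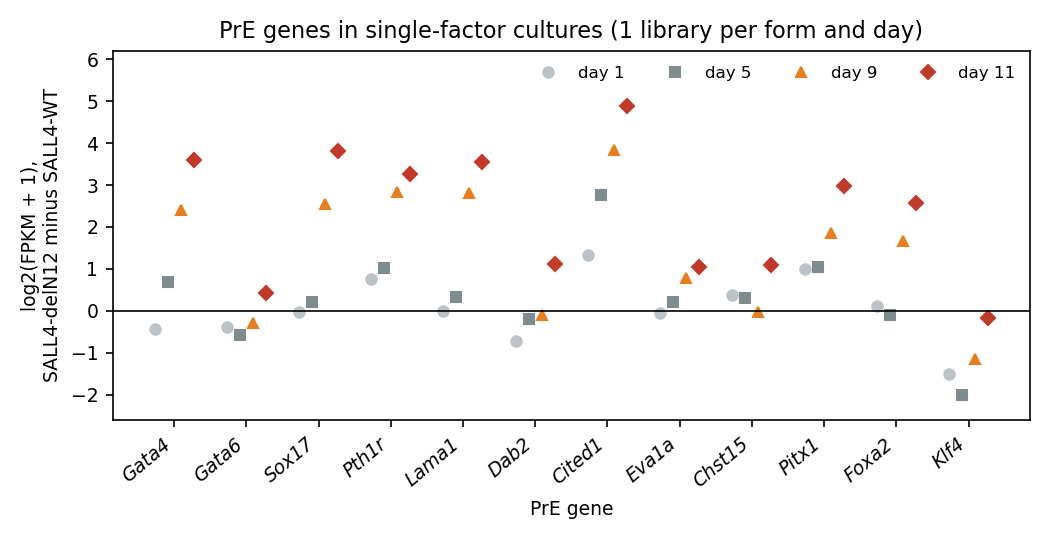
Difference of log2(FPKM+1) between SALL4 delN12 and SALL4 WT (vertical axis) for each of the 12 PrE genes (horizontal axis), with 1 point per day. At day 11 every gene but *Klf4* lies above 0, and *Cited1* has the largest difference, 4.88.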

**Fig. 6:**
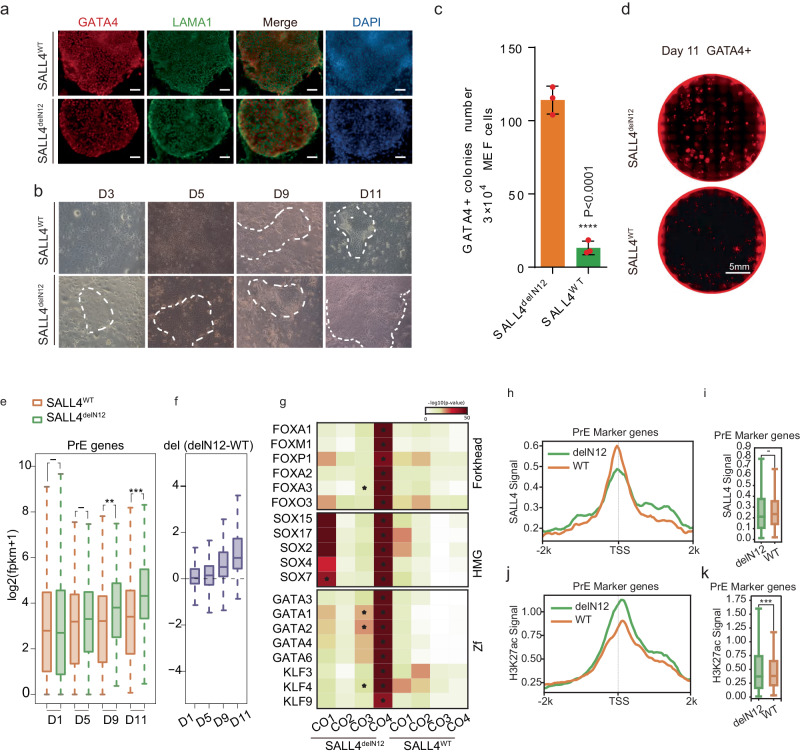
Induction of PrE by SALL4^delN12^ alone. **a** Immunofluorescence staining shows the iPrE shape clone is GATA4 and LAMA1 dual positive induced by SALL4^WT^ and SALL4^delN12^ at day 11, scale bar = 250 μm. **b** Pictures show the cell morphology change along iPrE induction by SALL4^WT^ and SALL4^delN12^. **c** Bar plot for GATA4 positive iPrE colonies numbers under BMP4− conditions at Day 11, data are mean ± s.d., two-sided, unpaired *t*-test; *n* = 3 independent experiments, *p < 0.05, **p < 0.01, ***p < 0.001. **d** Whole well screening photograph of (**c**), scale bar = 5 mm. **e** and **f** Box plot shows PrE-related gene expression between SALL4^WT^ and SALL4^delN12^ at different time points. A two-tailed Student’s *t*-test was performed for comparisons between classes (***p-value < 0.001; **p-value < 0.01; *p-value < 0.05; -*p*-value > 0.05) The middle lines of the boxes indicate the median, the outer edges represent the first and the third quartiles, and the whiskers indicate the 1.5 × interquartile range below the lower quartile and above the upper quartile. **g** Heatmap shows the differentially enriched motifs in the CO groups between SALL4^delN12^ and SALL4^WT^, as referenced in Supplementary Fig. 6j. **h** Line chart shows the average SALL4 binding signal profile between SALL4^delN12^ and SALL4^WT^ at ±2k of TSS of PrE marker genes. **i** Box plot shows SALL4 binding signal differences between SALL4^delN12^ and SALL4^WT^ at ±2k of TSS of PrE marker genes in (**j**). A two-tailed Student’s *t*-test was performed for comparisons between classes. “–“ means no significant difference (*p*-value = 0.05), The middle lines of the boxes indicate the median, the outer edges represent the first and the third quartiles, and the whiskers indicate the 1.5 × interquartile range below the lower quartile and above the upper quartile. **j** Line chart shows the average H3K27ac signal profile between SALL4^delN12^ and SALL4^WT^ at ±2k of TSS of PrE marker genes. **k** Box plot shows the H3K27ac signal differences between SALL4^delN12^ and SALL4^WT^ at ±2k of TSS of PrE marker genes in (**i**). A two-tailed Student’s *t*-test was performed for comparisons between classes. (***p-value < 0.001). The middle lines of the boxes indicate the median, the outer edges represent the first and the third quartiles, and the whiskers indicate the 1.5 × interquartile range below the lower quartile and above the upper quartile.

In order to estimate the characteristics of iPrE, we then construct Sall4^WT^-Flag and Sall4^delN12^-Flag fusion proteins into retroviral vector PMXs, to monitor their expression during iPrE generation and show that both are silenced at D11. Immunofluorescence by FLAG or SALL4 antibodies to detect exo- or whole SALL4 expression suggests that exo-SALL4 is silenced in iPrE colonies and endo-SALL4 slightly activated^33^ (Supplementary Fig. 6b). The iPrE cells could be passaged and exhibit robust proliferation in vitro (Supplementary Fig. 6c). Furthermore, the iPrEs generated by SALL4^delN12^ proliferate better than those by SALL4^WT^. We also show that in suspended culture, iPrE cells form spherical structures with monolayer cavities indicative of polarity and condensed extracellular matrix, mimicking the PrE property in vivo^34^. Interestingly, these spherical structures can be passaged by trypsin (Supplementary Fig. 6d).

We then performed blastocyst injection experiments to evaluate iPrE developmental potential^27^ by marking SALL4^WT^ induced iPrE and MEF cells with GFP (Supplementary Fig. 6e) and injecting them into E3.5 blastocysts. The MEFs-GFP cells disappear within 48 h, while iPrEs-GFP remains viable in vitro under identical conditions (Supplementary Fig. 6f). When injected blastocysts shown in (Supplementary Fig. 6g) were implanted into surrogate female mice, we can detect GFP-positive cells in embryo yolk sac in iPrEs-GFP group but none in MEFs-GFP group at E12.5^11,35^ (Supplementary Fig. 6h, i), suggesting that iPrE is capable of integrating into extra-embryonic tissues.

To further characterize SALL4^WT^ and SALL4^delN12^ iPrE cells, we performed ATAC-sequencing and Cut&Tag experiments and showed that chromatin loci with motifs from FOX, SOX, GATA and KLF family are opened significantly higher in SALL4^delN12^ than SALL4^WT^ (Fig. 6g, Supplementary Fig. 6i). 

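ATAC-seq of MEFs and of SALL4 WT and SALL4 delN12 cells at days 1, 5, 9 and 11 gave 1 library per form and day. The authors mapped reads to mm10 with bowtie2, kept short fragments and deposited peaks called by MACS, each with a score that rises as its p-value falls. The deposited peaks number 125470 in MEFs, between 78517 and 94828 in SALL4 delN12 and between 83821 and 98422 in SALL4 WT, and none scores under 50. The read depth behind the peaks is unknown. Peaks of MEFs and of 1 form were merged to 180466 sites for SALL4 delN12 and 180915 sites for SALL4 WT, of which 60598 and 61947 had no MEF peak. Sites closed in MEFs were grouped as CO1, CO2, CO3 or CO4 when they opened at day 1, 5, 9 or 11 and had a peak at every later day. With SALL4 delN12 these groups held 4677, 2128, 2039 and 7553 sites, and with SALL4 WT 6029, 5201, 1954 and 7192 sites. A motif was counted when its consensus lay within the 50 bp around a site's peak center: WGATAR for GATA, ACAAWG for SOX, TRTTTRY for FOX, and GGGYGKGGC or CCMCRCCC for KLF.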

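Over all CO sites, a GATA motif was found in 10.8% of the SALL4 delN12 sites (95% confidence interval 10.3 to 11.2%) and in 5.25% of the SALL4 WT sites (4.94 to 5.56%). A SOX motif was found in 10.2% (9.72 to 10.7%) against 7.00% (6.65 to 7.36%). A FOX motif was found in 8.14% (7.72 to 8.56%) against 4.84% (4.55 to 5.14%). A KLF motif was found in 2.89% (2.64 to 3.16%) against 2.86% (2.63 to 3.09%), a difference within the counting error. The KLF share differed in CO4, with 3.56% (3.15 to 4.00%) against 2.71% (2.35 to 3.11%), and in CO1 it was 1.56% against 2.59%. In CO4 the GATA share was 13.5% with SALL4 delN12 (12.7 to 14.3%) and 5.48% with SALL4 WT (4.96 to 6.03%). The shares among all sites of SALL4 delN12 were 6.01% for GATA, 6.91% for SOX, 5.90% for FOX and 2.81% for KLF. Relative to sites of the same GC content, the CO4 sites of SALL4 delN12 had 2.32 times the GATA share, and those of SALL4 WT 1.03 times. A window of 200 bp moved the shares most, to 35.7% for GATA with SALL4 delN12 and 22.6% with SALL4 WT, and the KLF shares were then 10.6% (10.1 to 11.1%) and 9.56% (9.16 to 9.97%). The intervals treat sites as independent and cover 1 culture per form. From the motifs in opened sites, the paper states that loci of these 4 families open more with SALL4 delN12.

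**Figure D2:**
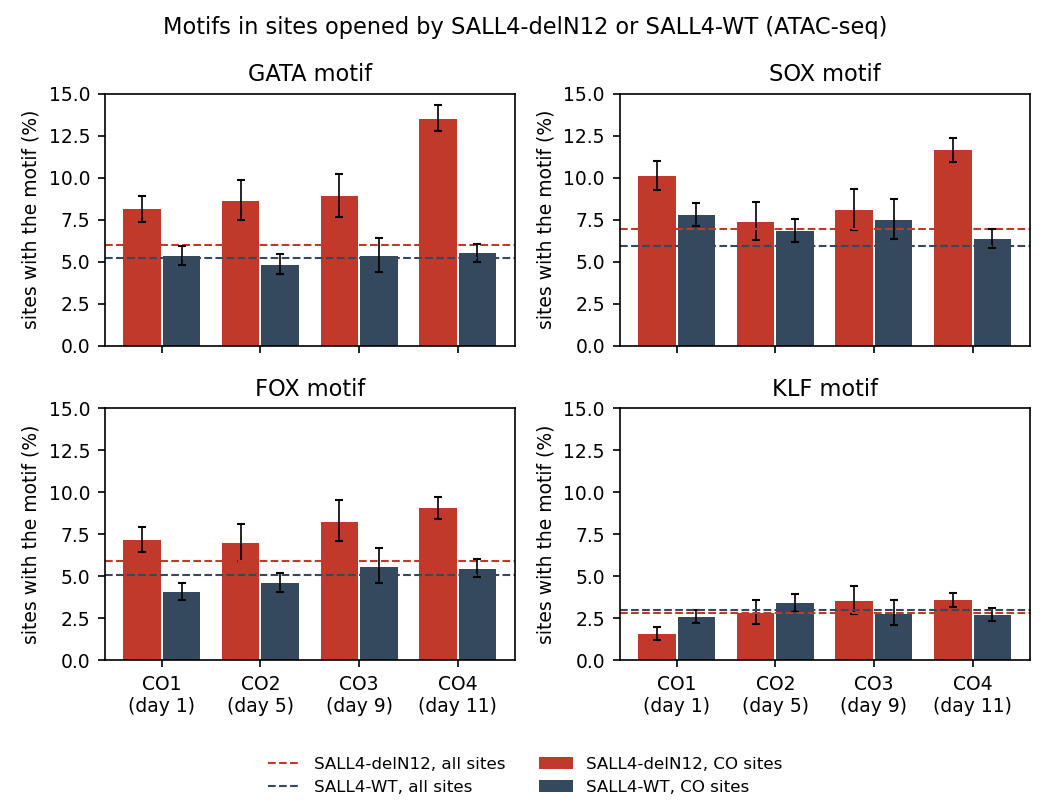
Share of CO sites with each motif (vertical axis, percent) by group CO1 to CO4 (horizontal axis) for SALL4 delN12 and SALL4 WT, with exact 95% confidence intervals and dashed lines for all sites of each form. The GATA share is highest in CO4 of SALL4 delN12, at 13.5%.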

Results from SALL4 Cut&Tag experiments are quite similar between SALL4^WT^ and SALL4^delN12^ for PrE genes (Fig. 6h, i), however, H3K27ac is more enriched in SALL4^delN12^ than SALL4^WT^ among PrE genes, consistent with the fact that the former fails to recruit NuRD (Fig. 6j, k).

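Cut&Tag for SALL4 and for H3K27ac was done at day 6 in SALL4 WT and SALL4 delN12 cells. The authors merged replicates before calling peaks with MACS, so each antibody and form has 1 deposited peak list and no replicate error. SALL4 gave 67310 peaks with SALL4 delN12 and 69475 with SALL4 WT, and H3K27ac gave 45599 and 19841 peaks. A gene was counted when a peak overlapped the 2 kb to either side of a transcription start site. Of the 12 PrE genes, 5 had a SALL4 peak with SALL4 delN12 and 9 with SALL4 WT, and of the 100 genes of the PrECLCs 27 and 47 had one. Over all promoters, 44.3% had a SALL4 peak with SALL4 delN12 and 57.4% with SALL4 WT. With only peaks of a score of at least 100, 4 and 5 of the 12 had one. *Gata4*, *Pth1r*, *Cited1* and *Chst15* had a SALL4 peak with SALL4 WT only, with scores of 86.8, 50.3, 67.2 and 92.9. The highest SALL4 peak at *Gata6* scored 157 with SALL4 delN12 and 307 with SALL4 WT, and that at *Dab2* 204 and 172. *Sox17*, *Pitx1* and *Foxa2* had no peak of either antibody. H3K27ac peaks were found at the same number of PrE genes in both forms, 6 of 12. At each of these 6 genes the score was higher with SALL4 delN12, from 182 against 83.0 at *Dab2* to 413 against 126 at *Chst15*. Scores depend on the depth of a library, which is unknown, and over all H3K27ac peaks the median score was 138 with SALL4 delN12 and 111 with SALL4 WT. Of the 100 genes, 55 had an H3K27ac peak with SALL4 delN12 and 32 with SALL4 WT. The counts were 39 and 16 with peaks of a score of at least 100, 60 and 36 with promoters of 5 kb, and 24 and 32 with the same number of highest-scoring peaks taken from both libraries. Over all 21911 promoters, 60.6% had an H3K27ac peak with SALL4 delN12 and 50.9% with SALL4 WT. The paper states that H3K27ac is more enriched at PrE genes with SALL4 delN12, and relates this to its failure to recruit NuRD.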

## Discussion

We provide here an in vitro model system to analyze early cell fate decisions in development, the choice to becoming epiblast- or hypoblast-cells. Unlike the canonic developmental process of inner cell mass segregating into epiblasts and hypoblasts, we utilize a reprogramming approach, converting E13.5 MEFs to pluripotent iPSCs or PrECLCs. We demonstrate that BMP4 plays a crucial role in specifying PrEs away from iPSCs involving SALL4 and NuRD complex.

PrEs are much less understood compared to epiblasts as it lacks an in vitro equivalent as iPSCs or ESCs for epiblasts. But PrEs are emerging as critical as they provide a critical structural components and function of the extra embryonic tissues^36–38^. Regenerating PrE cells through reprogramming may provide not only a reliable source of these cells, but also a system to analyze their properties for hypoblast as iPSC or ESC for epiblasts.

Apart from the hypo- and epiblast models, we also uncovered a previously unrecognized cell fate decision axis, linking a classic morphogen BMP4, to a well-known developmentally critical transcription factor SALL4, then to a less well-understood player in development and cell fate control, the NuRD complex. It would be of great interest to see similar paradigms for cell fate decisions in normal development and cancer^39^.

Among the axis members, *Sall4* has been shown to play an important role in the three key lineages, epiblast, hypoblast, and trophectoderm, during early embryogenesis^40,41^. Intriguingly, *Sall4* seems to play critical roles in multiple lineages and potentially many cell fate decisions^42^, it is conceivable that BMP4 may further provide a signal to switch between various fates and mechanistic actions. This feature may become relevant to assign specific activity of *Sall4* in carcinogenesis as reported previously. As *Sall4* has been reported as a reprogramming factor for iPSC in several studies, our results highlight its role in PrE cell fate formation while introducing new inquiries into how SALL4^delN12^ or SALL4^WT^ remodels MEF cell fate to PrE cell fate. Given the fact that *Sall4* has been shown to take part in limb and genital cell development in ontogenetic process^43–45^, along with BMPs or TGF-b family who participate in the same processes^46,47^, the cooperative and antagonistic functional research on them are still areas yet to be developed in further studies.

## Methods

### Mice

*Oct4*-GFP (OG2) transgenic-allele-carrying mice (CBA/CaJ×C57BL/6J) were purchased from The Jackson Laboratory (Mouse strain datasheet: 004654). 129S4/SvJaeJ and ICR mice were purchased from the Beijing Vital River Laboratory. Animals were individually housed under a 12 h light/dark cycle and provided with food and water ad libitum, ambient temperature is about 20−26 °C and humidity is about 40–70%. Our studies followed the guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health, and the protocols were approved by the Committee on the Ethics of Animal Experiments at the Guangzhou Institutes of Biomedicine and Health. OG2 mice and 129Sv/Jae mice were used to generate E13.5 mouse embryo fibroblast (MEFs) and ICR mice were used to apply donor blastocyst and pseudo-pregnant mice.

### DNA constructs, cell lines and cell culture

pMXs plasmids, pKD plasmids, pLVX plasmids, pB plasmids were used for in vitro over-expression. pMXs (retrovirus vector) were regularly used if not extra mentioned, pKD was used to overexpress rtTA, pLVX carries a TRE3G (Tet-on system) promoter, pB plasmid coupled with pBase plasmid were used to overexpress GFP as indicated. MEFs were obtained from E13.5 mouse embryos regardless of sex by crossing male OG2 mice to 129S4/SvJaeJ/female mice, after removing the integral organs, the tail, the limbs and head, the remaining tissues were cut into small pieces and then digested (0.25% trypsin: 0.05% trypsin = 1:1; GIBCO) for 10 min at 37 °C to a single cell suspension. The isolated MEF cells were seed on 0.2% gelatin (home-made) coated dish, cultured in fibroblast medium: DMEM-high glucose (Hyclone) contains 10% FBS(NTC, SFBE, HK-026), 1% GlutaMAX (GIBCO), 1% sodium pyruvate (GIBCO), 1% NEAA (GIBCO) and 0.1 mM 2-mercaptoethanol (GIBCO). Plat-E cells were cultured in DMEM high-glucose media (Hyclone) supplemented with 10% FBS (NTC, SFBE, HK-026). iPrE cells derived from mouse embryonic fibroblast cells cultured in iCD3: DMEM-high glucose (Hyclone) contains TV, VC, CHIR-99021, bFGF, mLIF, SGC0946, GSK-LSD12HCL, Y27632. 1% sodium pyruvate (GIBCO), 1% non-essential amino acids (GIBCO), 1% GlutaMAX (GIBCO), 0.1 mM 2-mercaptoethanol (GIBCO), N2 (GIBCO), B27 (GIBCO). All the cell lines have been confirmed as mycoplasma contamination-free with the Kit from Lonza (LT07-318).

### iPSCs generation

Plat-E cells and 293T cells were seeded at the concentration of 7.5 × 10^6^−8.5 × 10^6^ Cells per 10-cm dish 12–16 h before transfection uniformly, and cultured in high-glucose DMEM (HyClone, SH30022.01) supplemented with 10% FBS (NTC, SFBE, HK-026) medium. For each 10-cm dish, replacing the Plat-E cells or 293T cells medium with 9 mL fresh 10% FBS firstly, 10 μg DNA was added into 1 ml opti-MEM(GIBCO), mix the liquid immediately after adding 40 μl PEI (1 mg/ml, YEASEN, 40816ES08), for 293T transfection, PSPAX2, PMD2G (6 μg:4 μg) were extra used. After incubating for 10–15 min at room temperature, the mixture should be gently transferred onto the Plat-E cell or 293T cells. Replace the medium with 10 ml 10% FBS within 10–16 h. And then, the retrovirus should be collected twice, 48 and 72 h after transfection, lentivirus should be collected once, 48 h after transfection. The supernatant containing the virus was collected at each time by a syringe and filter through a 0.45 μm filter, 10 ml fresh 10% FBS medium was added to the Plat-E cells after the first collection, the virus can be stored at room temperature for 48 h. Thawing the frozen Passage 1 OG2 MEFs (mouse embryonic fibroblast cells) into a 6 cm dish with 10% FBS medium and cultured in a 5% CO_2_ incubator when conducting the transfection. Then, split the MEFs into a 24-well plate at 1.5 × 10^4^ cell density per well before infection. MEF cells should be infected by retrovirus twice and lentivirus once. Mix the virus stock at proper volume (*Jdp2*:*Glis1*:*Esrrb*:*Sall4* = 2:1:1:2) and one volume of fresh 10% FBS medium, then mix polybrene at a final concentration of 4 mg/ml, Y27632 at a final concentration of 5 μM before infection. The second virus infection should be conducted 24 h later, lentivirus were infected at the second time. After infection for 2 days, replace the medium with iCD3 or iCD3 plus BMP4 (RD systems, 314-BP-500), change the medium every 24 h, and observe the morphology change. GFP^+^ clones are captured by living cells station (NIKON, Bio Station CT) and counted by Image-J using particle analysis.

### iPrE generation

MEF cells were seeded onto 24-well plate at 1.5×10^4^ cell density per well, then infected with retrovirus for twice, 24 h each time, iCD3 was used to conduct the generation progress, iPrE will appear gradually. iPrE cells could be digested into single cells by 0.25% trypsin-EDTA, 37 °C, 5 min, along the passages, the extracellular matrix of iPrE cells become more condensed and take a longer digestion time, up to 15 min. iPrE cells could also be cultured in suspension strategy and form a single layer spherical cavity for the cell polarity. Cells could be passaged at a 1:5 ratio, and BMP4 could promote the proliferation of iPrE both in 2D and 3D culture.

### Blastocyst injection and embryo transplantation

The iPrE clones (*Oct4*-GFP negative, with PrE clone morphology) induced by SALL4^WT^ alone are picked by pipette at day 11, after 3 days the patches are digested into single cells or smaller patches by 0.25% trypsin, and after one or two extra-passage to deplete the non-induced cells, the iPrE cells are ready to be labeled by GFP. MEF cells and iPrE cells are transfected with pB-GFP-2A-puro and pBase (1:1) by lipo 3000, and cultured in iCD3.48 h after transfection, 1 μg/ml puromycin was used to remove the un-transfected cells for extra 48 h until the rest of the cells are all GFP positive. Recover the cells for an extra-passage and then digest them into single cells before injection. Donor blastocysts were isolated by M2 medium from the uterus of female ICR mice 3.5 days after coition, GFP positive cells were injected into the cavity of the blastocyst, 10 cells per embryo, and about 30 embryos were injected per group, one-third of the chimeric embryos were cultured in KOSM in vitro for 48 h to observe MEF cells and iPrE cells proliferation, the rest of the chimeric embryos were transplanted into the uterine horn of the pseudo-pregnant female mouse, about 7–10 chimeric embryos were transplanted into each side of the uterine, chimeric embryos were dissected at E12.5.

### Flow cytometry

Cells were dissociated into single cells using 0.25% trypsin–EDTA and collected after centrifugation at 250×*g* for 5 min. After washing with PBS for once, the cell pellet was resuspended with cold PBS containing 0.1% BSA, followed by removing large clumps of cells using a cell strainer (BD Biosciences). The cells were then analyzed by an Accuri C6 flow cytometer (BD Biosciences). The GFP fluorescence cells were detected in the FITC channel. Data analysis was performed using FlowJo v.7.6.1.

### Immunofluorescence

Cells growing on a 96-well dish were washed 3 times with PBS, then fixed with 4% PFA for 0.5 h, after washing 3 times, 10 min per time, by PBS and subsequently penetrated and blocked with 0.2% Triton X-100 and 3% BSA (1:1) for 0.5 h at room temperature. Then, the cells were washed 3 times, 10 min per time, and incubated with primary antibody diluted with 3% BSA for 2 h at room temperature or overnight at 4 °C. After 3 times washing in PBS, the cells were incubated for one hour in second antibodies diluted with 3% BSA at room temperature. After washing 3 times in PBS cells were then incubated in DAPI diluted by PBS for 2 min, plus 3 times washing in PBS. The following antibodies were used in this project: anti-Flag (Sigma Aldrich, F1804, 1:200), anti-SALL4(abcam, ab29112 1:200), anti-GATA4 (Santa Cruz Biotechnology, sc-25310, 1:200), anti-LAMA1(abcam, ab11575 1:200)

### Co-immunoprecipitation and western blot

To perform co-immunoprecipitation, cells were digested with 0.25% trypsin and washed 3 times in PBS, whole cell extracts were prepared using lysis buffer (50 mM Tris pH 7.4, 200 mM NaCl, 10% Glycerol, 1% NP40, 1 mM EDTA) with freshly added 1× Complete Protease inhibitors (Sigma, 1187358001) and 1% PMSF, incubated for 20 min on ice and then 1 h at 4 °C on a rotation wheel. Soluble cell lysates were collected after maximum speed centrifugation at 4 °C for 15 min, part of the supernatant was kept as input, the remaining supernatant was incubated with anti-FLAG beads, DYKDDDDK (Thermo Fisher, A36797) overnight at 4 °C on a rotation wheel. Beads were then washed with wash buffer (50 mM Tris pH 7.4, 200 mM NaCl, 10% Glycerol, 0.01% NP40, 1 mM EDTA) 10 times by inverting the tube on ice. After complete removal of the cell wash buffer, immunoprecipitated proteins with FLAG beads were boiled at a 100 °C incubator in loading buffer (4% SDS, 10% 2-Mercaptoethanol, 20% Glycerol, 0.004% Bromophenol blue, 0.125 M Tris Ph 6.8) for 10 min, Whole protein extract was stored at −80 °C and avoid freeze and thaw cycle. To perform western blot, input or IP extract was analyzed by SDS–PAGE and then transferred to PVDF membrane (Millipore, 0.45 μm). After incubation with indicated antibodies, the membrane was exposed to X film. NuRD Complex Antibody Sampler Kit (CST, 8349T), anti-GATAD2B (Abcam, ab224391), anti-RBBP4 (Novusbio NB500-123), anti-FLAG (Sigma Aldrich, F1804 1:1000), anti-SALL4 (Abcam, ab29112), were used.

### Processing of scRNA-sequencing data

The FASTQ files of single-cell libraries were generated from Illumina NovaSeq. The clean FASTQ files were aligned to the Mm10 genome with mouse gene annotation of Gencode vM21 version by STARsolo function of STAR (2.7.6a)^48^. Low-quality cells were filtered out by the number of unique molecular identifiers (UMIs) and total counts following the pipeline of Python package Scanpy^49^. Gene regulatory network (GRN) analysis: We performed GRN analysis using pySCENIC^50^. We obtained a regulon score for all cells of each transcription factor. The importance of transcription factors for each cell type was ordered by normalized enrichment score.

### Bulk RNA-seq and data analysis

The RNA-seq reads were trimmed using Trim Galore (v0.6.4)^51,52^ and then mapped to the mm10 reference genome with HISAT2 (v2.2.1)^53^, and StringTie (v2.2.1)^54^ was used to quantify the transcription level of each gene in each sample into fragments per kilobase of exon model per million mapped reads (FPKM). GFOLD (v1.1.4)^55^ was used to perform differential expression analysis between conditions. The differentially expressed genes were identified with a gfold value >0.5 or less than −0.5.

### ATAC-seq and data analysis

The ATAC-seq reads were trimmed by Trim Galore (v0.6.4) and then mapped to the mm10 reference genome using bowtie2 (v2.4.5)^56^, and SAMtools (v1.16.1)^57^ was used to remove the unpaired, low sequencing quality (mapq < 30) and the mitochondrial DNA mapped reads in the total mapped reads. The reads that lengths <50 base pairs (bp) were isolated for subsequent analysis. In order to make the data comparable between different sequencing depths, the signals were normalized to one million reads for each sample, and the values were further compressed into a binary format (bigWig) for downstream analysis and data visualization. Peak calling was performed using MACS (v1.4.2)^58^ with parameters as follows: -g mm --keep-dup all --nomodel --shiftsize 25.

### Cut&Tag and data analysis

The CUT&Tag reads were trimmed by Trim Galore (v0.6.4) and then mapped to the mm10 reference genome using bowtie2 (v2.4.5). SAMtools (v1.16.1) was used to remove the repetitive, low sequencing quality (mapq < 30) and the mitochondrial DNA mapped reads in the total mapped reads. The values were further compressed into a binary format for downstream analysis and data visualization. Replicates were merged using samtools merge and then peak calling was performed using MACS (v1.4.2) with parameters as follows: -g mm --keep-dup 1 --nomodel --shiftsize 73. The signals were normalized to one million reads for each sample. Promoters were defined as regions ± 2 kb around transcription start sites (TSSs) of genes.

### Motif analysis

Motif scans were performed using HOMER (v4.11.1)^59^ against the genome sequence of the given ATAC-seq peaks covered regions (summits ± 25 bp) with the following parameters: -size given -mask. HOMER used a hypergeometric test to determine the motif enrichment and also test the similarity between the motif we identified and known factors. Motifs that have *p*-value < 10^−5^ and enrichment score > 3 are presented in the plot.

### Gene Ontology analysis

Functional annotation was performed using the clusterProfiler (v4.6.2)^60^. Gene Ontology terms for each functional cluster were summarized to a representative term, and adjusted *p*-values were plotted to show the significance.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Reporting Summary

Peer Review File

Supplementary Data 1

### Source data

Source Data

## Data Availability

The scRNA-Seq, bulk RNA-Seq, ATAC-seq and Cut&Tag data have been deposited in the Gene Expression Omnibus database under the accession code GSE242851. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the iProX partner repository^61,62^. with the dataset identifier PXD051433. Source data are provided with this paper.

# Supplementary material for: Cell fate decision by a morphogen-transcription factor-chromatin modifier axis
**Source:** Nat Commun. 2024 Jul 29;15:6365. doi: 10.1038/s41467-024-50144-z
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Figure. 1

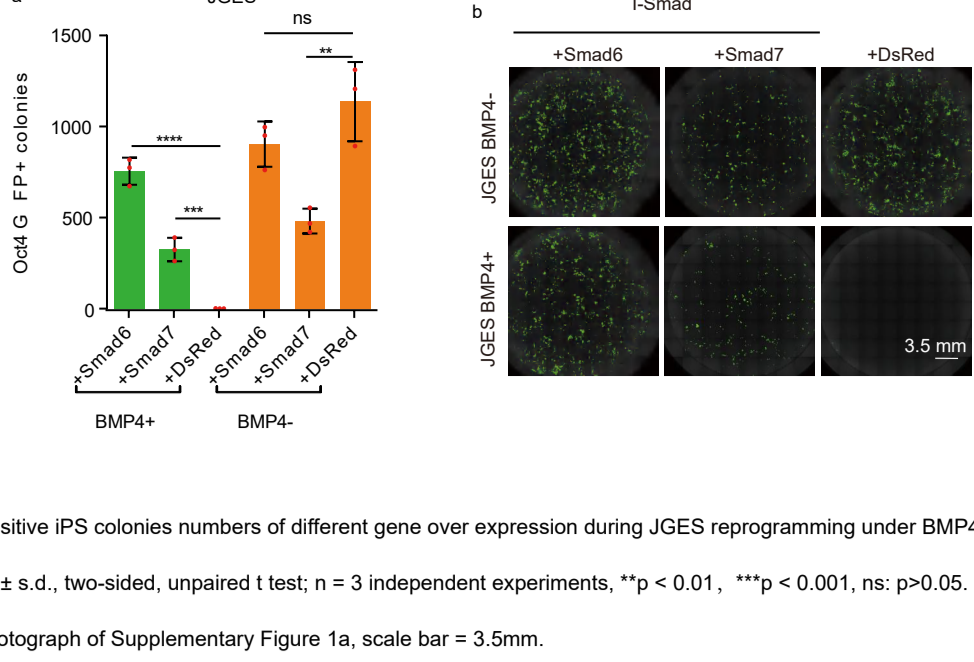

Supplementary Figure. 1

a. Bar plot for Oct4 GFP positive iPS colonies numbers of different gene over expression during JGES reprogramming under BMP4+ and BMP4- conditions at Day 7, data are mean  $\pm$  s.d., two-sided, unpaired t test; n = 3 independent experiments, \*\*p < 0.01, \*\*\*p < 0.001, ns: p>0.05.

b. Whole well screening photograph of Supplementary Figure 1a, scale bar = 3.5mm.

Supplementary Figure. 2

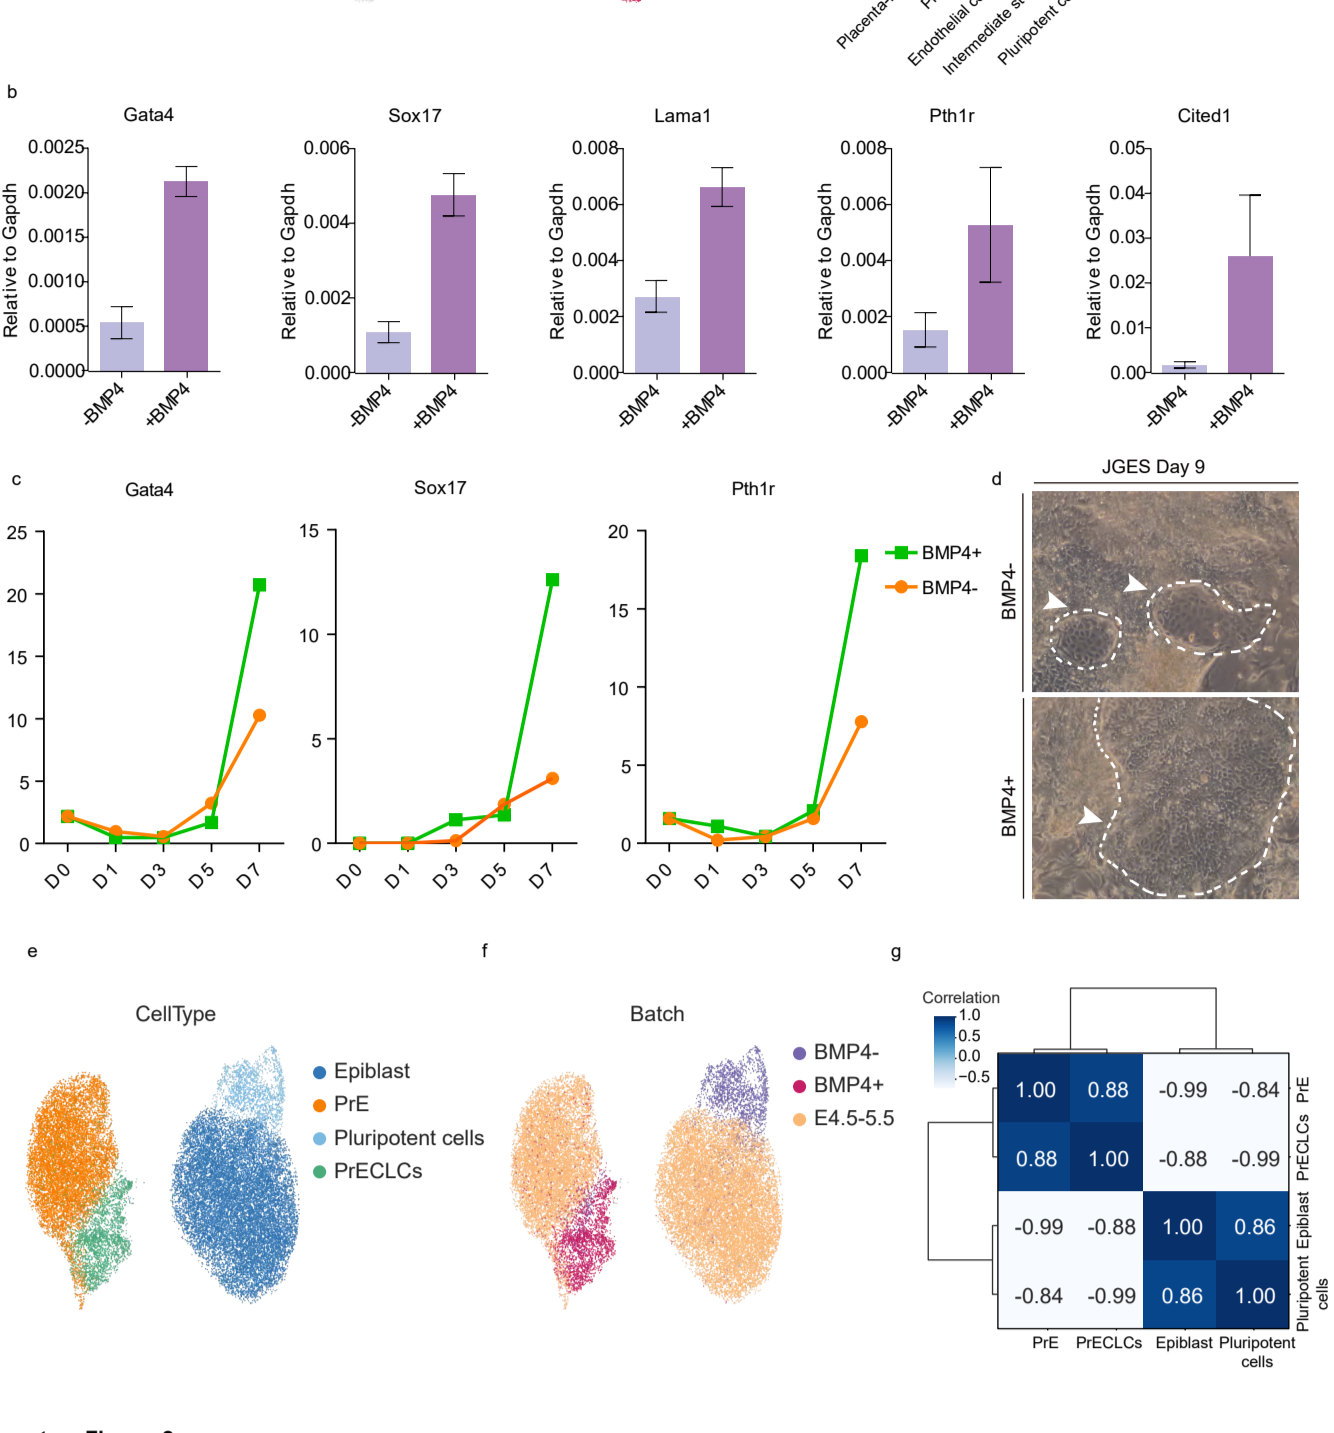

Supplementary Figure. 2

a. UMAP shows the cell distribution of BMP4+ and BMP4- conditions.

b. Stacked bar plots show the cell proportion in each cell type.

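Intermediate cells made up 62.9% of the BMP4+ cells (7125 of 11335, 95% confidence interval 62.0 to 63.7%) and 71.5% of the BMP4− cells (6211 of 8685, 70.6 to 72.5%).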

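For *Gata4*, *Pth1r* and *Sox17*, the supplement's source data give the same FPKM values as the deposited table at days 1, 3, 5 and 7. *Pth1r* (ENSMUSG00000032492, chromosome 9, 110722085 to 110747145) rose with BMP4 from 7.78 to 18.4 FPKM at day 7, and from 1.58 to 2.08 FPKM at day 5. *Gata4* was lower with BMP4 at day 5, at 1.70 against 3.23 FPKM, and *Sox17* was at 1.36 against 1.87 FPKM. At day 3, *Sox17* was at 1.12 FPKM with BMP4 and 0.128 FPKM without. Before reprogramming, at day 0, *Gata4* was at 2.17 FPKM and *Pth1r* at 1.58 FPKM. Among genes with an FPKM of at least 5 in either library of a day, the largest changes with BMP4 at day 1 were rises of *Mir7065*, *Mir6989* and *Snord58b* and falls of *Snord14a*, *Foxi3* and *Rnu73b*. At day 3 they were rises of *Mir7033*, *Wnt4* and *Mir3076* and falls of *Trh*, *AF357359* and *Mir7041*. At day 5 they were rises of *Iapp*, *AF357359* and *Krt5* and falls of *Dppa5a*, *Pou5f1* and *Snord47*. Several of these are short RNAs, for which FPKM divides by a length of few bases.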

c-d. qPCR and Bulk RNA-seq results show the PrE marker genes expression at day 7 of JGES reprogramming under BMP4+ and BMP4- conditions.

e. Dotted line shows the PrECLCs morphology under BMP4+ and BMP4- treatment at day 9.

f-g. UMAP layout showing the integration of scRNA-seq data from this study and published E4.5-E5.5 mouse embryos<sup>17</sup>.

h. Heatmap showing the Pearson correlation coefficient between PrECLCs and endodermal cell types in vivo. PrE, primitive endoderm; PaE, parietal endoderm; VE, visceral endoderm, the integration was performed by python package Harmony.

Supplementary Figure.3

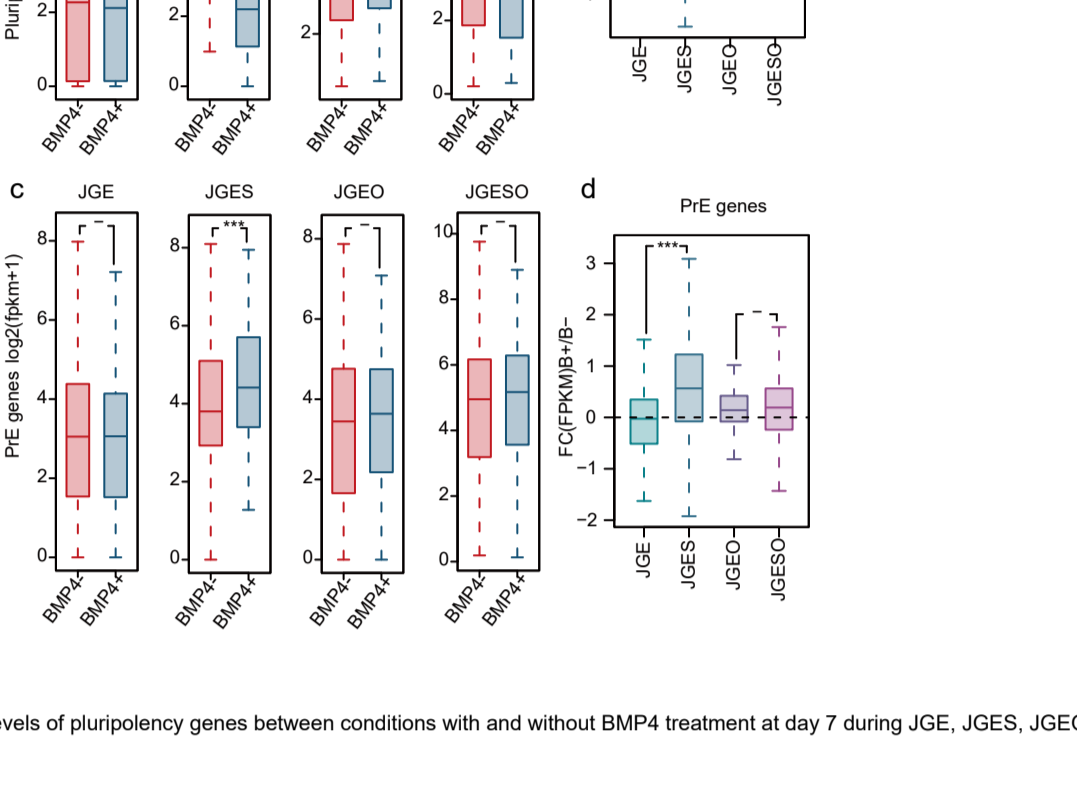

Supplementary Figure. 3

a. Box plot shows the expression levels of pluripotency genes between conditions with and without BMP4 treatment at day 7 during JGE, JGES, JGEO, and JGESO reprogramming.

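In JGES, *Nanog* went from 60.5 FPKM without BMP4 to 1.82 FPKM with it, *Sox2* from 164.9 to 14.5 FPKM, *Zfp42* from 42.0 to 2.97 FPKM and *Dppa5a* from 527 to 19.2 FPKM. In JGEO *Nanog* was at 19.6 and 23.1 FPKM, and in JGESO at 11.5 and 9.87 FPKM. *Pou5f1* was at 229.7 and 6.08 FPKM in JGES.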

b. Box plot shows the fold changes in the expression of pluripotency genes between conditions with and without BMP4 treatment at day 7, during the JGE, JGES, JGEO, and JGESO reprogramming, represented on a logarithmic scale.

c. Box plot shows the expression levels of PrE related genes between conditions with and without BMP4 treatment at day 7 during JGE, JGES, JGEO, and JGESO reprogramming.

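*Gata4* was at 0.441 and 0.359 FPKM in JGE without and with BMP4, at 0.335 and 1.41 FPKM in JGEO, and at 75.2 and 57.2 FPKM in JGESO. *Sox17* was at 0.0350 and 1.58 FPKM in JGE, at 0.0575 and 1.99 FPKM in JGEO, and at 43.6 and 35.5 FPKM in JGESO. *Gata6* fell from 43.7 to 15.6 FPKM in JGESO.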

d. Box plot shows the fold changes in the expression of PrE related genes between conditions with and without BMP4 treatment at day 7, during the JGE, JGES, JGEO, and JGESO reprogramming, represented on a logarithmic scale.

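Among genes with an FPKM of at least 5 in either library, the largest changes with BMP4 in JGE were rises of *Crygn*, *LOC108167467* and *Igf2os* and falls that included *Mir7657* and *Tgfbi*. In JGEO they were rises of *Mir7676-2*, *LOC108167467* and *Mir7045* and falls of *Snora33*, *Hoxb5os* and *Mir5046*. In JGESO *Krt6a*, *Krt16* and *Krt6b* were listed at 0 without BMP4 and at 25.6, 23.0 and 15.8 FPKM with it. The largest falls in JGESO were of *Mab21l2* (from 43.6 to 1.87 FPKM), *Mir7238* and *Lhx2*. The visceral endoderm genes *Afp*, *Apoa1*, *Apob*, *Ttr*, *Apom*, *Dkk1*, *Furin*, *Apoe*, *Slc40a1* and *Trf* had a median log2 change of 1.44 in JGES, 0.97 in JGESO and 0.40 in JGEO. The parietal endoderm genes *Sparc*, *Thbd*, *Plat*, *Lamb1*, *Col4a1*, *Col4a2*, *Snai1*, *Krt19*, *Lamc1* and *Nid1* had a median of 0.94 in JGES and −0.13 in JGESO.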

Supplementary Figure.4

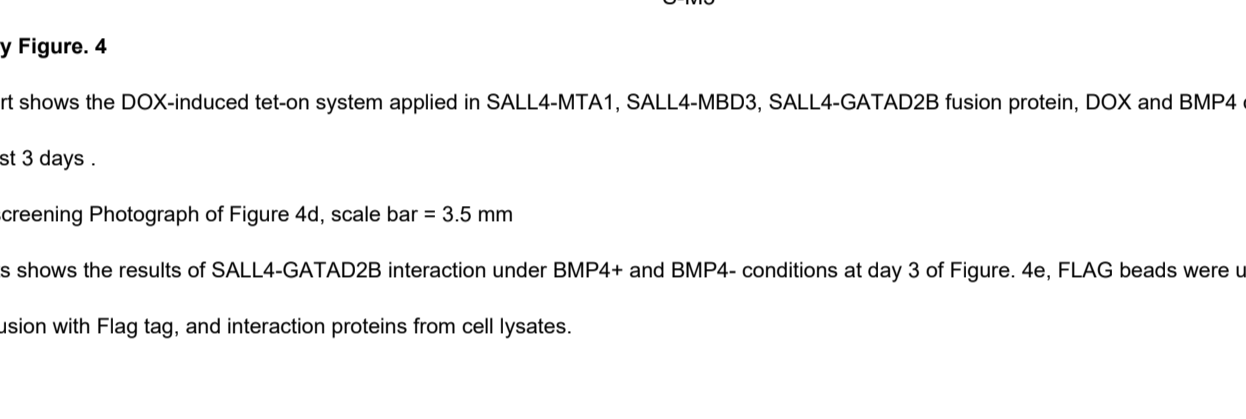

Supplementary Figure. 4

a. Schema chart shows the DOX-induced tet-on system applied in SALL4-MTA1, SALL4-MBD3, SALL4-GATAD2B fusion protein, DOX and BMP4 only added in the first 3 days.

b. Whole well screening Photograph of Figure 4d, scale bar = 3.5 mm

c. Western blots show the results of SALL4-GATAD2B interaction under BMP4+ and BMP4- conditions at day 3 of Figure. 4e, FLAG beads were used to pull down Jdp2<sup>H12</sup> fusion with Flag tag, and interaction proteins from cell lysates.

Supplementary Figure.5

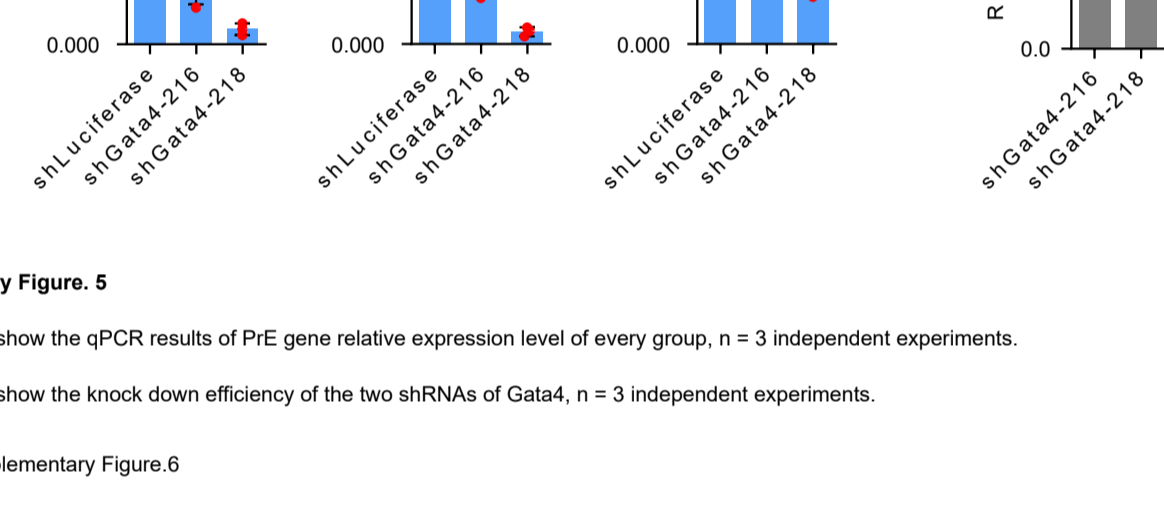

Supplementary Figure. 5

a. Histograms show the qPCR results of PrE gene relative expression level of every group, n = 3 independent experiments.

b. Histograms show the knock down efficiency of the two shRNAs of Gata4, n = 3 independent experiments.

Supplementary Figure.6

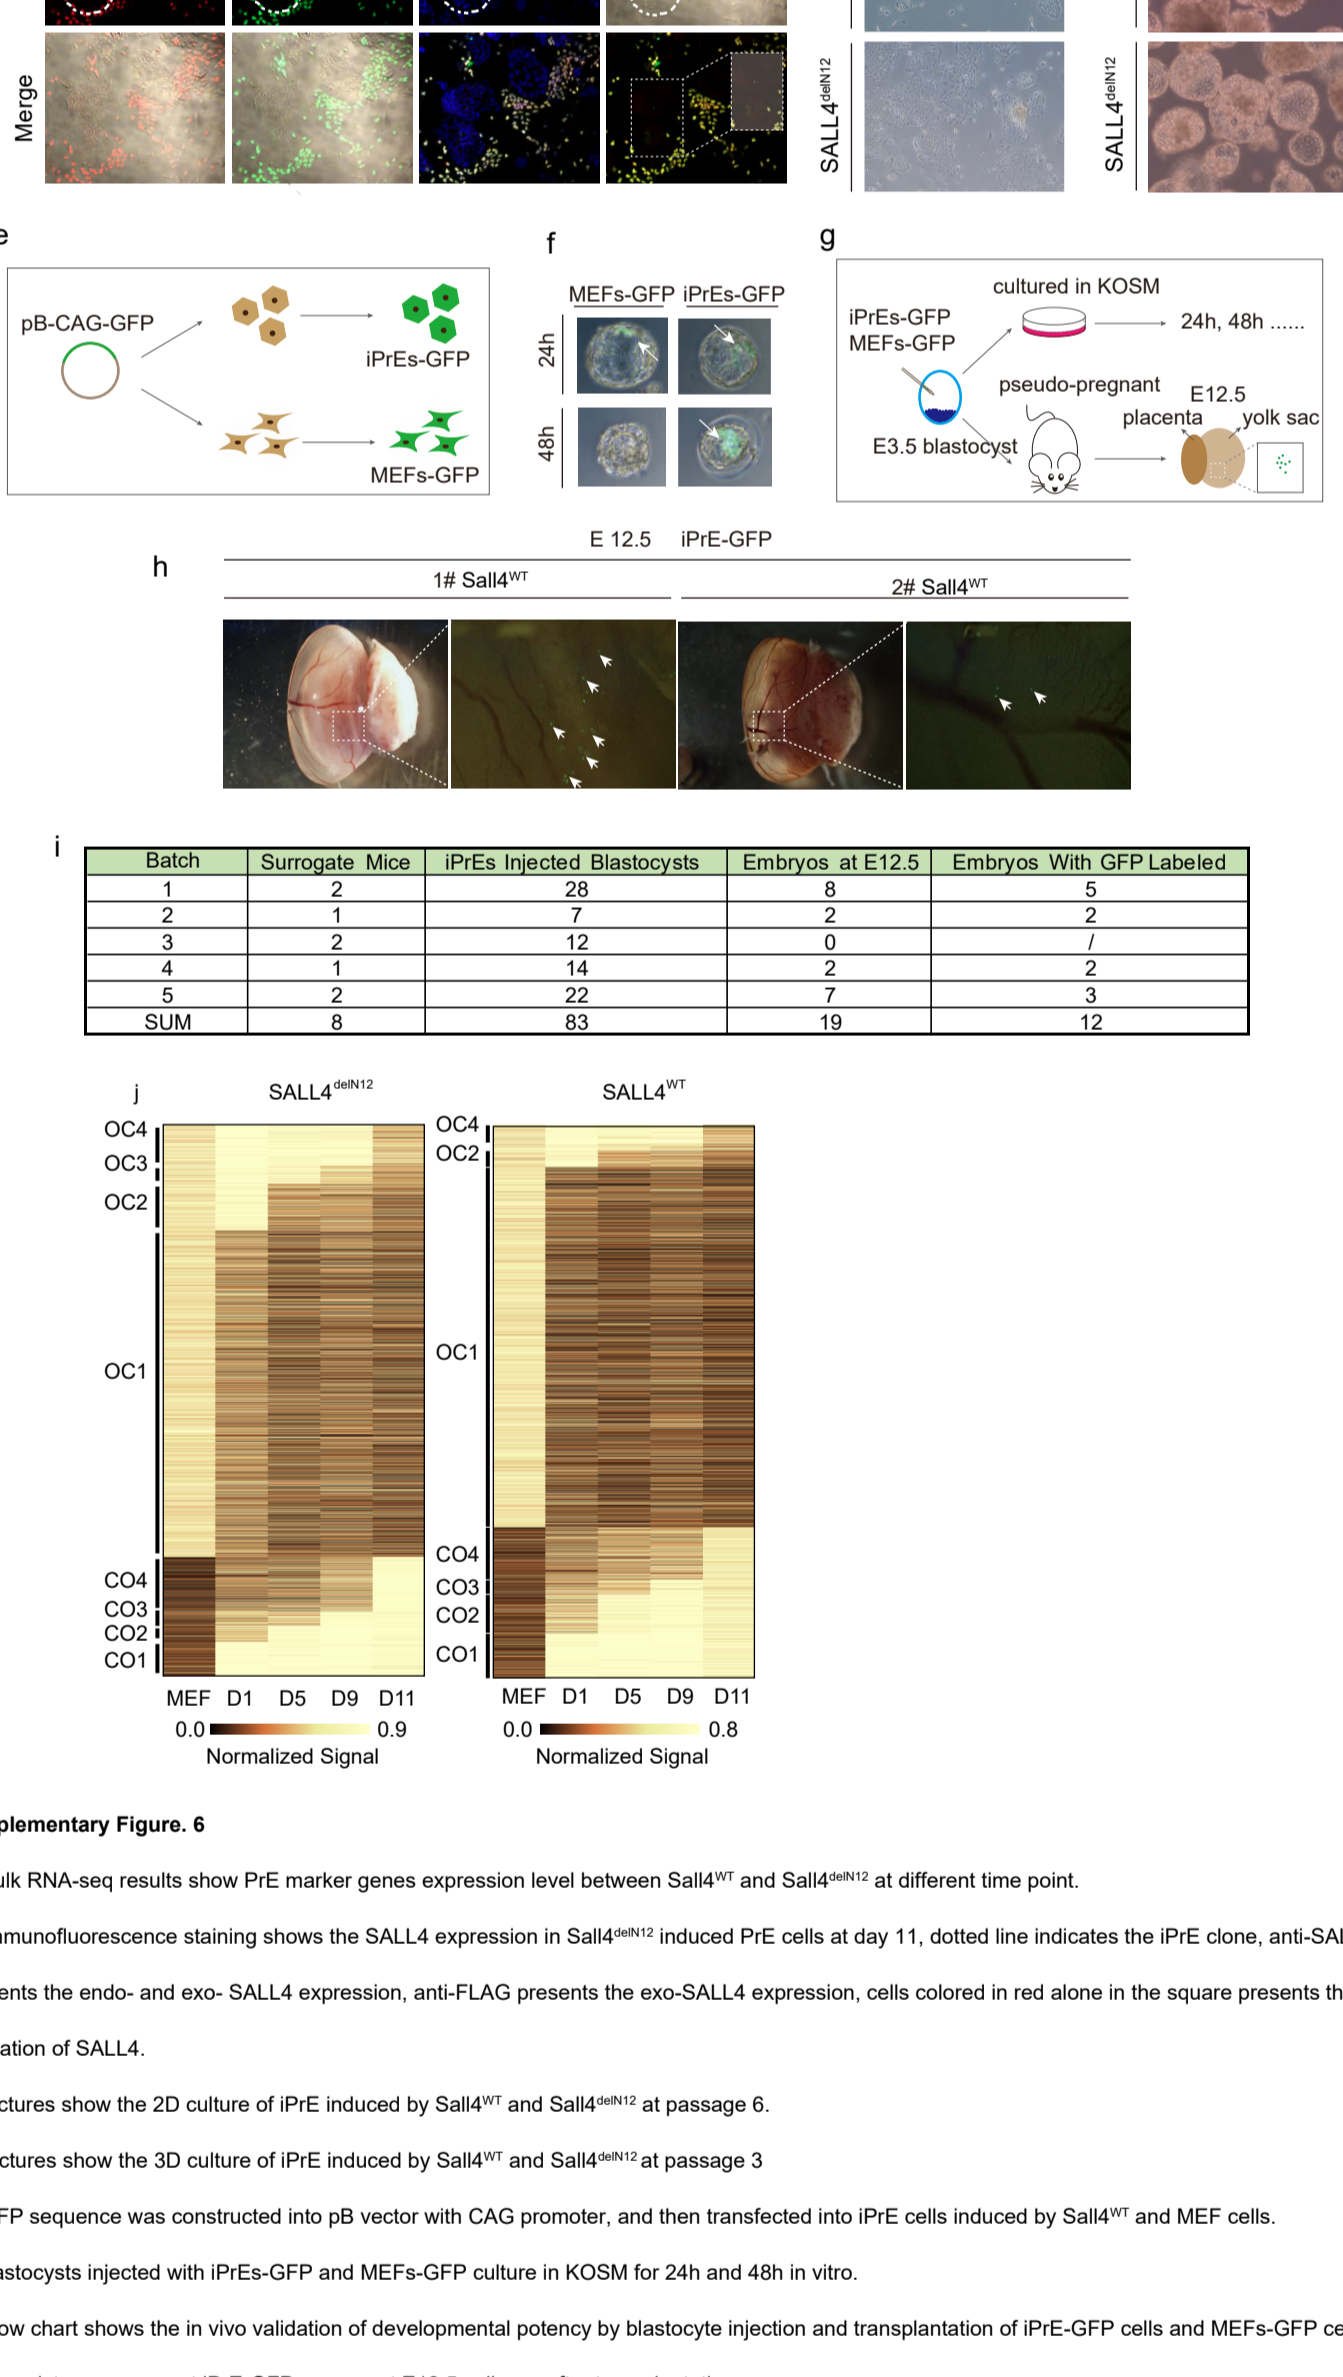

Supplementary Figure. 6

a. Bulk RNA-seq results show PrE marker genes expression level between Sall4<sup>WT</sup> and Sall4<sup>delN12</sup> at different time point.

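At day 11, *Gata4* was at 1.51 FPKM with SALL4 WT and 29.3 FPKM with SALL4 delN12, and at day 9 at 0.964 and 9.48 FPKM. *Sox17* was at 0.224 and 16.2 FPKM at day 11, *Pth1r* at 3.76 and 45.0 FPKM, *Lama1* at 3.38 and 50.2 FPKM, and *Cited1* at 3.79 and 140 FPKM. The smaller differences at day 11 were those of *Dab2* (10.0 and 22.7 FPKM), *Eva1a* (6.05 and 13.7 FPKM), *Chst15* (3.90 and 9.50 FPKM) and *Gata6* (5.36 and 7.49 FPKM). *Klf4* was lower with SALL4 delN12 at every day, at 12.1 and 3.64 FPKM at day 1 and at 19.9 and 17.5 FPKM at day 11. Among all genes with an FPKM of at least 5 in either library, the largest rises with SALL4 delN12 at day 11 were of *S100g*, *Cited1* and *Cartpt*, and the largest falls of *Ins2*, *Tgm3* and *C2cd4a*. At day 1 the largest rises were of *Thrsp*, *Gm33148* and *Krt7*, and the largest falls of *Oasl2*, *Sfrp2* and *Bmp2*. At day 5 *Hba-a2*, *Hba-a1* and *Psca* rose most and *Rps28*, *Mir147* and *Cp* fell most. At day 9 *Cartpt*, *S100g* and *Hba-a2* rose most and *Tgm3*, *Ins2* and *Mir7041* fell most.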

b. Immunofluorescence staining shows the SALL4 expression in Sall4<sup>delN12</sup> induced PrE cells at day 11, dotted line indicates the iPRE clone, anti-SALL4 presents the endo- and exo- SALL4 expression, anti-FLAG presents the exo-SALL4 expression, cells colored in red alone in the square presents the endo-activation of SALL4.

c. Pictures show the 2D culture of iPRE induced by Sall4<sup>WT</sup> and Sall4<sup>delN12</sup> at passage 6.

d. Pictures show the 3D culture of iPRE induced by Sall4<sup>WT</sup> and Sall4<sup>delN12</sup> at passage 3

e. GFP sequence was constructed into pB vector with CAG promoter, and then transfected into iPRE cells induced by Sall4<sup>WT</sup> and MEF cells.

f. Blastocysts injected with iPREs-GFP and MEFs-GFP culture in KOSM for 24h and 48h in vitro.

g. Flow chart shows the in vivo validation of developmental potency by blastocyst injection and transplantation of iPRE-GFP cells and MEFs-GFP cells.

h. Two pictures represent iPRE-GFP emerge at E12.5 yolk sac after transplantation.

i. Statistical data of Supplementary Figure 6h

j. 

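For each group of opened sites, the share that also had a peak of the other form at day 11 was counted. With SALL4 delN12 it was 70.1% in CO1, 51.5% in CO2, 33.3% in CO3 and 15.0% in CO4. With SALL4 WT it was 40.5%, 37.2%, 25.2% and 18.0%. Promoters of the 12 PrE genes had a peak in MEFs at all 12 genes, and at day 11 at 11 genes with SALL4 delN12 and at 12 with SALL4 WT. Only closed-to-open groups were counted, and the open-to-closed groups were not analysed here.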

Heatmaps show that the loci of open chromatin were arranged into groups depending upon the day of induction they changed from closed to open (CO) or open to closed (OC).

Supplementary Tables

Oligonucleotide Primers Table 1

| Molecular Cloning |                                                         |
|-------------------|---------------------------------------------------------|
| pMX-Sall4-PR      | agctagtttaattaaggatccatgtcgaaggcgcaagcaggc              |
| PMX-Sall4- PF     | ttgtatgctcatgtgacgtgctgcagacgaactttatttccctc            |
| PMX-Jdp2- PF      | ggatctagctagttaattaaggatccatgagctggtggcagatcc           |
| PMX-Jdp2- PR      | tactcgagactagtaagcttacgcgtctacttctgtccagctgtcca         |
| PMX-Glis1- PF     | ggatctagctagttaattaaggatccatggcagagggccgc               |
| PMX-Glis1- PR     | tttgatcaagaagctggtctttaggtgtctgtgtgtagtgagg             |
| PMX-Esrrb- PF     | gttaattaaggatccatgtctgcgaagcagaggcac                    |
| PMX-Gata4- PF     | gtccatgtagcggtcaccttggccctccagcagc                      |
| PMX-Gata4- PR     | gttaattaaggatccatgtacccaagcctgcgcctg                    |
| PMX-Smad6- PF     | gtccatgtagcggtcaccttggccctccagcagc                      |
| PMX-Smad6- PR     | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |
| PMX-Smad7- PF     | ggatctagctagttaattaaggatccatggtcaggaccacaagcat          |
| PMX-Smad7- PR     | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |
| PMX-Sox17- PF     | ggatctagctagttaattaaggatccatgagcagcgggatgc              |
| PMX-Sox17- PR     | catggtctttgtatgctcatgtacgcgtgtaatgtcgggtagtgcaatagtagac |
| PMX-Pth1r- PF     | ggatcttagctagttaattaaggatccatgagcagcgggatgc             |
| PMX-Pth1r- PR     | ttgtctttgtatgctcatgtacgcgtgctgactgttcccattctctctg       |
| PMX-Klf4- PF      | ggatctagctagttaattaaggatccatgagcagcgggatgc              |
| PMX-Klf4- PR      | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |
| PMX-Gata6- PF     | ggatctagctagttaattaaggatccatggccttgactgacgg             |
| PMX-Gata6- PR     | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |
| PMX-Pitx1- PF     | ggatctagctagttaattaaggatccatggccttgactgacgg             |
| PMX-Pitx1- PR     | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |
| PMX-Foxa2- PF     | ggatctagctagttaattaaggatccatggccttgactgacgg             |
| PMX-Foxa2- PR     | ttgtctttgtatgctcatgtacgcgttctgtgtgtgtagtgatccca         |

Oligonucleotide Primers Table 2

| qPCR primers |                          |
|--------------|--------------------------|
| Gata4-qPF    | CCCTACCCAGCCTACATGG      |
| Gata4-qPR    | ACATATCGAGATTGGGGTGCT    |
| Gata6-qPF    | TTGCTCCGGTAACACGAGTG     |
| Gata6-qPR    | GTGGTCGCTTGTGTAGAAGGA    |
| Sox17-qPF    | GATCGCGGATACGCCAGTG      |
| Sox17-qPR    | CCACCTCGCCTTTCACCTTTA    |
| Lama1-qPF    | ACTATGCCGTCACGCATACAG    |
| Lama1-qPR    | GGCACCAGCTTTAAGTAATACGA  |
| Pth1r-qPF    | CAGGCGCAATGTGACAAGC      |
| Pth1r-qPR    | TTTCCCGGTGCCTTCTCTTTC    |
| Cited1-qPF   | AACCTTGGAGTGAAGGATCGC    |
| Cited1-qPR   | GATAGGAGCGCTAATTGGAGATGT |
| Dab2-qPF     | CCCCTGAACGGTGATACTGAT    |
| Dab2-qPR     | AAGTCCTGCTTTACGCCATTC    |
| Gapdh-qPF    | ACCTGCCAAGTTGATGATC      |
| Gapdh-qPR    | GGGAGTTAGCTGTTGAGT       |

shRNA Sequence Table

| Gata4 KD shRNA |                       |
|----------------|-----------------------|
| 216            | AGCCCAAGAACCTGAATAAAT |
| 218            | GAAGGCAGAGAGTGTGTCAAT |

# Supplementary material for: Cell fate decision by a morphogen-transcription factor-chromatin modifier axis
**Source:** Nat Commun. 2024 Jul 29;15:6365. doi: 10.1038/s41467-024-50144-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

**Cut & Tag and data analysis :** The CUT&Tag reads were trimmed by Trim Galore (v0.6.4) and then mapped to the mm10 reference genome using bowtie2 (v2.4.5). SAMtools (v1.16.1) was used to remove the repetitive, low sequencing quality (mapq<30) and the mitochondrial DNA mapped reads in the total mapped reads. The value were further compressed into a binary format for downstream analysis and data visualization. Replicates were merged using samtools merge and then peak calling was performed using MACS (v1.4.2) with parameters as follows: -g mm --keep-dup 1 --nomodel --shiftsize 73. The signals were normalized to one million reads for each sample. Promoters were defined as regions  $\pm 2$  kb around transcription start sites (TSSs) of genes.

**Motif analysis:** Motif scans were performed using HOMER (v4.11.1)<sup>59</sup> against the genome sequence of the given ATAC-seq peaks covered regions (summits  $\pm 25$  bp) with the following parameters: -size given -mask. HOMER used hypergeometric test to determine the motif enrichment and also test the similarity between the motif we identified to known factors. Motifs which have p-value < 10<sup>-5</sup> and enrichment score > 3 are presented in the plot.

**Gene Ontology analysis:** Functional annotation was performed using the clusterProfiler (v4.6.2)<sup>60</sup>. Gene Ontology terms for each functional cluster were summarized to a representative term, and adjusted p-values were plotted to show the significance.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Bulk and scRNA-seq data, ATAC-seq data, Cut & Tag data from this study have been deposited into the Gene Expression Omnibus (GEO) database under the accession number GSE242851.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

## Experiments of concern

Does the work involve any of these experiments of concern:

## Plants

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

## Statistical modeling & inference

## Models & analysis

How the deposited data were processed for this re-analysis (not part of the article)

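The data cover 2 scRNA-seq samples, 23 bulk RNA-seq samples, 9 ATAC-seq samples and 4 Cut&Tag samples of mouse cells. The scRNA-seq samples are JGES reprogrammed cells of day 7 with and without BMP4. The bulk RNA-seq samples are JGES cells of day 0 and of days 1, 3, 5 and 7 with and without BMP4, JGE, JGEO and JGESO cells of day 7 with and without BMP4, and cells with SALL4 WT or SALL4 delN12 alone at days 1, 5, 9 and 11. The ATAC-seq samples are MEFs and the cells with SALL4 WT or SALL4 delN12 at the same 4 days. The Cut&Tag samples are SALL4 and H3K27ac in both forms at day 6. Every condition has 1 sample, so no test between conditions was made and no p-value is given. The intervals cover counting error within a sample and not the spread between cultures.

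For scRNA-seq, the authors aligned reads to mm10 with STARsolo, filtered cells and deposited the count of UMIs per gene and cell, with their own cell type for each cell. The values are whole numbers without normalization. The table has 30769 cells, of which 20020 belong to the 2 samples. The other 10749 columns hold MEF and ESC cells of other work and were not used here. The deposited label ParE can be read as parietal endoderm, a type the paper separates from PrECLCs. It was read as PrECLCs, since these cells carry the PrE markers and their number gives the paper's share, and every scRNA-seq value of PrECLCs and the list of 100 genes rest on this reading. For bulk RNA-seq, the authors trimmed reads, mapped them to mm10 with HISAT2 and deposited FPKM values from StringTie in a table of 17 libraries and 35976 genes and a table of 8 libraries and 37108 genes. The JGES libraries of day 7 are in both tables, and the FPKM of the second copy are a median of 0.975 (without BMP4) and 0.978 (with BMP4) times those of the first. Differences between factor sets were computed within the table of 8 libraries. The FPKM values and changes given for JGES are those of the table of 17, also where they stand beside other factor sets. For ATAC-seq and Cut&Tag, the authors mapped reads with bowtie2 and deposited MACS peak lists on mm10 with a score per peak, where a higher score means a lower p-value, and replicates of Cut&Tag had been merged before peaks were called. The lowest score in the ATAC-seq lists is 50. Numbers of reads behind FPKM values and peaks are unknown.

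The scRNA-seq samples have medians of 21205 and 12738 UMIs per cell with and without BMP4. Shares of cells were computed with exact (Clopper-Pearson) intervals at a confidence level of 95%, and the limit that a share of 0 allows was set at 3 counts of the total. The main shares use the authors' cell types. This departs from the plan, which was to name clusters at Leiden resolution 1 by 6 marker genes per type. That clustering was run as an alternative, with at least 1000 UMIs and 500 genes per cell, counts scaled to 10000 per cell, 2000 variable genes, 30 principal components and 15 neighbors. The filters on UMIs and genes, and the stricter filter of 3000 UMIs and 1000 genes, left out 0 cells, so they test nothing. A limit of 10% mitochondrial UMIs left out 2 cells of the sample without BMP4. Scrublet called 0 doublets with BMP4 and 11 (0.127%) without, so it did not work on these samples, and the 6% of cells with the highest Scrublet scores were left out instead in an added alternative. For shares of cells with a *Gata4* UMI, each cell was thinned to 4000 UMIs. Gene levels are sums of UMIs over cells in CPM with exact Poisson intervals.

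Changes between bulk RNA-seq libraries are differences of log2(FPKM+1), and a gene list is summarised by its median. The median's percentile was taken among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression. A gene listed at 0 in a library is given no fold. Named genes are the ones the paper names for a comparison and, for each comparison of bulk libraries, the 3 largest rises and 3 largest falls among genes with an FPKM of at least 5 in either library. The PrE list has 12 genes named by the paper and the pluripotency list 20 genes. The list of 100 genes of the PrECLCs, the pluripotency list with the delivered factors, the macrophage list of 10 genes, the interferon list of 9 genes, the parietal and visceral endoderm lists of 10 genes each, the 6 BMP targets, the 6 hemoglobin genes, the 5 regulon genes and 4 Y-linked genes were used beside them. A gene of the interferon list, which was shortened after the results had been seen, and a gene among the largest falls in JGE are not reported here.

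For ATAC-seq, peaks of MEFs and the 4 days of a form were merged to sites, and a site counted as opened when it had no MEF peak and a peak at every day from the day it opened. Motifs were counted as consensus sequences on either strand in 50 bp around the center of the highest-scoring peak, with the mm10 genome as reference, which is not the HOMER analysis of the paper. For Cut&Tag, a promoter was 2 kb to each side of a transcription start site of the GENCODE vM21 annotation, as in the paper. Gene identifiers and positions are from the same annotation.

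The gene lists of the comparisons, the marker genes, the named-genes rule and most alternatives were set before the data were examined. These alternatives were all cells, stricter cell filters, doublet calls, Leiden resolutions 0.5 and 2, each sample clustered alone, a rule of 3 of 6 markers per cell, no thinning, a pseudocount of 0.1, genes with an FPKM of at least 1, libraries scaled to the same median ratio, the PrE list without *Klf4*, the 100 genes in place of the PrE list, the pluripotency list with *Pou5f1*, *Esrrb* and *Sall4*, a score of at least 100, an overlap with a core of 200 bp, equal numbers of peaks, a motif window of 200 bp and promoters of 5 kb. Chosen after the data had been seen were the Scrublet scores, the neighbors across samples with their settings, the comparison with sites of the same GC content, the comparison of scRNA-seq with bulk RNA-seq, the comparisons between factor sets, the natural log scale for Supplementary Fig. 3d, and the BMP target, endoderm and hemoglobin lists.

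The steps were tested on simulated data. For bulk RNA-seq, 2 libraries were simulated from the JGES day 7 library without BMP4, with noise drawn for each gene on its own. There, 100% of 200 changed genes had the right direction, and genes raised by 1.5 on the log2 scale had a median change of 1.39. Of 200 unchanged lists of 12 genes, 96% lay within the middle 95% of random lists. All of 50 raised lists lay above it. Genes that vary together were not simulated, so the 96% need not hold for lists of such genes. Of 6000 simulated sites 100% were put in the right group, of 500 simulated windows 100% had the overlap of a direct count, and of 2000 planted motifs 100% were found. Of simulated cells 100% were named as the type they were drawn from. For the neighbors, 3300 cells were simulated with the same profiles and the real depths of both samples, and with equal numbers of cells per sample. Of the neighbors of the simulated intermediate cells, 43.2% came from the other sample. With samples of equal size, full mixing would give more than the 43.4% of the real BMP4+ cells, so the 2 values cannot be compared. Cells of a type were drawn from 1 profile, without the spread of real cells. The Poisson interval held the true sum for 94.9% of 16659 genes.

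The work used Python 3.11.15, scanpy 1.11.5 (also for Scrublet), anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9. Regulon scores, GO terms, the embryo comparison, sites that closed, and the qPCR, imaging and proteomics data were not analysed here.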

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

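The tests of the 100 genes at day 5, of BMP targets in JGESO and JGEO and of *Xist* were chosen only after the result was seen, and so were the comparisons between factor sets. The interferon list had 1 more gene when its test was set, and that gene was left out after the result was seen. Where list medians of opposite direction are given, each lay outside the middle 95% of matched random lists unless it is said to lie within random lists, and the difference between the groups was not tested, since each group is a single pair of libraries.

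With BMP4 at day 7, the median log2 change of the pluripotency genes was −3.71 in JGES and 0.43 in JGEO. With the libraries scaled to the same median ratio the medians were −3.61 and 0.42. The median log2 change of the BMP targets with BMP4 in JGEO was −0.06, within random lists. BMP signaling that was already on without added BMP4 would leave the BMP targets of JGEO as high as those of JGES with BMP4, and higher than those of JGES without it. With BMP4 their median log2 difference from JGES was −0.86, at percentile 0.32 of random lists, and without BMP4 it was 0.71 (5 of 6 higher), within random lists. The first value goes against such signaling and the second does not decide, so it stays open. An exchange of the 2 JGEO libraries, a single wrong label, BMP4 that did not act in this JGEO culture, and the factor set itself, with *Oct4* in place of *Sall4*, stay open and were not tested.

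The 100 genes of the PrECLCs were lower with BMP4 in JGES at day 5, by a median of −0.28 (27 higher and 65 lower), and higher at day 7, by a median of 0.86. The day 7 rise is not independent of the list, which was picked from the day 7 scRNA-seq sample with BMP4. A shift of all genes between the day 5 libraries, whose median was −0.18, would leave the list within random lists. It lay at percentile 0.74 of them, which argues against this shift as the whole cause. The time in culture stays open as an untested difference.

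Without any comparison in the paper, the interferon-stimulated genes *Ifit1*, *Ifit3*, *Isg15*, *Rsad2*, *Irf7*, *Oas1a*, *Mx1*, *Stat2* and *Bst2* were lower with SALL4 delN12 than with SALL4 WT at day 1, by a median log2 difference of −3.39 (8 of 9 lower), and at day 5, by −1.36 (7 of 9 lower). They were higher at day 9, by 0.75 (8 of 9 higher), and not at day 11, with −0.19 (3 of 9 higher), within random lists. From day 1 to day 11 they fell with SALL4 WT by a median of −1.09 and rose with SALL4 delN12 by 1.51. The list left out *Oasl2* and *Cxcl10*, in which the difference had first been seen. At day 1, *Isg15* was at 319.9 FPKM with SALL4 WT and 22.0 FPKM with SALL4 delN12, *Bst2* at 813 and 231 FPKM, and *Ifit1* at 118 and 7.28 FPKM. All 9 genes had an FPKM of at least 1 in the SALL4 WT library and 8 in the SALL4 delN12 library. The median of −3.39 is consistent with an interferon response that differs between the day 1 cultures. Whether it came from the form of SALL4 or from the handling of a single culture was not tested.

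The macrophage genes *Cd68*, *Fcer1g*, *Tyrobp*, *Laptm5*, *Ctss*, *Cd14*, *Csf1r*, *Cd52*, *Lyz2* and *Adgre1*, which the paper does not analyse, were higher with SALL4 delN12 than with SALL4 WT at day 11 by a median log2 difference of 2.56. From day 1 to day 11 they fell with SALL4 WT by a median of −1.60, with all 10 lower, and rose with SALL4 delN12 by 0.47. They were tested because *C1qa*, *C1qb* and *C1qc* stood at 3.88, 4.34 and 3.23 FPKM with SALL4 WT and at 116, 107 and 82.3 FPKM with SALL4 delN12. The most abundant gene of the list, *Lyz2*, was at 161 and 698 FPKM, *Tyrobp* at 5.46 and 76.2 FPKM and *Cd68* at 9.46 and 69.7 FPKM. All 10 genes had an FPKM of at least 1 in both day 11 libraries and in SALL4 WT at day 1, so the cultures express them in any case. Macrophages among the SALL4 delN12 cells may account for the rise in *C1qa*, *C1qb* and *C1qc*, as the median of 2.56 would need. They do not account for the sites opened only at day 11 of SALL4 delN12, since the motif of the macrophage factor PU.1 was found in 1.71% of these sites against 1.91% of all sites. Activation of these genes in the reprogrammed cells themselves, and the form of SALL4, stay open and were not tested.

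Without added BMP4, the BMP targets were higher in JGESO than in JGES by a median log2 difference of 1.65, at percentile 99.95 of random lists, a comparison the paper does not make. All 6 had an FPKM of at least 1 in JGESO without BMP4. With BMP4 added, their median log2 change in JGESO was 0.20, within random lists. The difference of 1.65 is consistent with BMP signaling that was already on in the JGESO library without added BMP4. An exchange of the 2 JGESO libraries is argued against as its source, since the library labelled BMP4+ was above JGES without BMP4 too, by a median of 1.83. BMP produced by these cells, BMP4 present in that culture, a single wrong label and the factor set were not tested.

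In the sample without BMP4, after thinning to 4000 UMIs, 10.9% of the pluripotent cells had a UMI of *Xist* (95% confidence interval 9.51 to 12.4%), against 48.9% of the intermediate cells. The paper does not analyse this gene. More male cells are argued against, since 13.5% of the pluripotent cells had a UMI of a Y-linked gene (*Ddx3y*, *Eif2s3y*, *Uty* or *Kdm5d*) against 16.2% of the intermediate cells. X-linked UMIs relative to autosomal ones were 1.28 times as high in pluripotent cells without as in those with Y-linked UMIs, and 1.01 times in intermediate cells. This ratio is consistent with 2 active X chromosomes in the female pluripotent cells, a hypothesis found and tested on the same cells.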

How the results depend on the processing

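The alternatives for neighbors across samples, for sites of the same GC content and for the highest Scrublet scores were chosen only after the results were seen. No paired analysis was made. Pairs of libraries of the same day exist for JGES with and without BMP4 and for both SALL4 forms, but each condition has 1 sample. Such pairs were described day by day and not tested across days. In all, 120 results were recomputed and gave 312 values under an alternative. Of these, 175 stayed as reported, 2 reversed, and 92 and 43 moved without reversing, the latter in results of less weight. Of the 175, 32 come from all deposited cells, which are the cells of the main setting. A further 8 each come from the filter of 3000 UMIs and 1000 genes, the mitochondrial limit and the Scrublet calls. These filters left out few or no cells, so such values say nothing about stability. A share stayed when it was within its confidence interval, or for neighbors within 1 percentage point, a count when it was within 1.5 times, and a median when it kept its 2 decimals. The causes of the values below were not tested, except where fewer or more items follow from the alternative itself.

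Leaving out the 6% of cells with the highest Scrublet scores gave 20.01% PrECLCs with BMP4 and 20.1% pluripotent cells without. At Leiden resolution 1 the shares with BMP4 were 18.6% PrECLCs, 0.0441% pluripotent, 13.7% endothelial and 1.92% placenta-like cells, and 4.72% of the cells without BMP4 fell in a cluster named endothelial. At resolution 0.5 they were 19.7%, 0.0441%, 15.6% and 0%, with 4.67% of the cells without BMP4 in such a cluster. The 15.6% include 326 cells that the authors assigned to the placenta-like type. At resolution 2 they were 18.1%, 0.0441%, 13.9% and 2.29%, with 24.1% pluripotent cells without BMP4. With each sample clustered alone, the shares with BMP4 were 17.99% PrECLCs, 13.8% endothelial and 2.54% placenta-like cells. With the rule of 3 of 6 markers per cell, PrECLCs made up 24.2% of the cells with and 1.93% of those without BMP4, pluripotent cells 0.441% and 28.8%, endothelial cells 11.2% and 2.83%, and placenta-like cells 14.8% and 1.01%. In every clustering the cluster named endothelial without BMP4 had its endothelial markers raised, but its leading genes were mostly blood genes, and so were those of 1 cluster with BMP4 at resolution 2 and with each sample clustered alone, so whether these cells are endothelial stays open. Under each of these settings the share of PrECLCs was higher and that of pluripotent cells lower with BMP4. Without thinning, a *Gata4* UMI was found in 77.9% of the PrECLCs, 2.41% of the endothelial, 5.97% of the placenta-like and 2.64% of the intermediate cells with BMP4, since more UMIs were counted per cell. Filters on UMIs and genes left out no cell and say nothing about stability.

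With a pseudocount of 0.1, the PrE median was 0.96 in JGES, −0.17 in JGE, 0.44 in JGEO and −0.29 in JGESO, and the pluripotency median −4.68 in JGES, 0.45 in JGEO and −0.44 in JGESO. The difference between SALL4 delN12 and SALL4 WT was then −0.04, 0.44, 2.54 and 3.30 at days 1, 5, 9 and 11. With only genes of an FPKM of at least 1, the PrE median was −0.16 in JGE, −0.03 at day 1 and 0.32 at day 5, and the pluripotency median in JGE was 0.02. With libraries scaled to the same median ratio, the PrE median was 0.94 in JGES, 0.36 in JGEO and −0.34 in JGESO, and 0.27, 1.77 and 2.78 at days 5, 9 and 11. The pluripotency median was −3.61 in JGES, 0.42 in JGEO and −0.42 in JGESO. All 12 list medians kept their direction, or stayed at 0, with a pseudocount of 0.1 and with scaled libraries. With genes of an FPKM of at least 1, 11 of 12 did, and the pluripotency median in JGE went from 0 to 0.02. Without *Klf4*, the PrE median was 0.95 in JGES, 0.41 in JGEO, −0.27 in JGESO and 0.31, 1.85 and 2.97 at days 5, 9 and 11, and 7 of 8 medians kept their direction. The exception was day 1, which reversed from −0.01, within random lists, to 0.01. With the 100 genes, the median was 0.86 in JGES, −0.05 in JGE, 0.21 in JGEO, 0 at day 1, and 0.12, 0.71 and 1.55 at days 5, 9 and 11, and 6 of 8 kept their direction. The exceptions were day 1, which went from −0.01 to 0, and JGESO, which reversed from −0.28 to 0.19. With *Pou5f1*, *Esrrb* and *Sall4* in the list, the pluripotency median was −3.66 in JGES, 0.34 in JGEO and −0.24 in JGESO, and 4 of 4 kept their direction.

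With a motif window of 200 bp, the shares of opened sites with a GATA, SOX, FOX or KLF motif were 35.7%, 34.5%, 29.9% and 10.6% with SALL4 delN12 and 22.6%, 26.3%, 22.0% and 9.56% with SALL4 WT. The wider window by itself raises every share, and 32 other motif shares rose with it. With peaks of a score of at least 100, CO1 to CO4 held 2172, 1057, 1042 and 2896 sites with SALL4 delN12 and 2869, 3090, 687 and 2804 with SALL4 WT, as fewer peaks were used. The GATA share was then 10.2% with SALL4 delN12 and 4.88% with SALL4 WT, and the SOX share 6.57% with SALL4 WT. At that score 5 of the 12 PrE promoters had a SALL4 peak with SALL4 WT, and 6 other values moved, 2 up and 4 down. Against sites of the same GC content, 3 of 16 motif ratios moved, all up and all of KLF. Over all CO sites the KLF ratio went from 1.03 to 1.18 with SALL4 delN12 and from 0.95 to 1.06 with SALL4 WT. In CO4 of SALL4 WT it went from 0.90 to 1.05. With each gene centered within its sample, all 4 shares of neighbors from the other sample were higher, 2 of them by more than 1 percentage point. Site counts with the 200 bp core and with equal numbers of peaks stayed within 1.5 times those reported, and so did the promoter counts of the PrE list with 5 kb and with equal numbers of peaks.

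The number of cells limits the shares of 0, which allow up to 0.0265% pluripotent cells with BMP4 and 0.0345% placenta-like cells without. The depth of the bulk and peak data is unknown, so it is unknown what it limits.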

Differences from the paper's values

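Values marked as read by eye are the paper's and come from its figures. The median log2 change of the PrE genes with BMP4 in JGES at day 7 was 0.84, and the paper's is about 0.57 in Supplementary Fig. 3d, read by eye. None of the alternatives set before the data were examined closed this gap, and they gave values from 0.84 to 0.96. The axis of this panel names no log base, and on the natural log scale, chosen after the values were seen, the median was 0.58. On that scale the PrE genes gave 0.26 in JGEO and −0.19 in JGESO, which still differ from the paper's, while the 100 genes of the PrECLCs gave 0.59, −0.03, 0.14 and 0.13 in JGES, JGE, JGEO and JGESO, all 4 within the reading error.

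In JGEO the median was 0.37, and the paper's is about 0.14 in Supplementary Fig. 3d, read by eye. Of the alternatives set before the data were examined, the 100 genes of the PrECLCs gave 0.21, within the reading error of 0.1, and a pseudocount of 0.1, genes with an FPKM of at least 1, scaled libraries and the list without *Klf4* did not.

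In JGESO the median was −0.28, and the paper's is about 0.2 in Supplementary Fig. 3d, read by eye. Of the same alternatives, the 100 genes gave 0.19, within the reading error, and the others did not. The paper's text does not name the PrE genes of this panel.

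For SALL4 delN12 against SALL4 WT, the medians on the log2 scale were −0.01, 0.26, 1.76 and 2.77 at days 1, 5, 9 and 11, and on the log10 scale 0, 0.08, 0.53 and 0.83, against the paper's about 0, about 0.15, about 0.5 and about 0.9 in Fig. 6f, read by eye. On the log10 scale none of the 4 differs by more than the reading error. The shares of PrECLCs and endothelial-like cells without BMP4 were 1.64% and 5.84%, and the paper's 0.016% and 0.058% match these values as fractions, 0.0164 and 0.0584, and not as percents.

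The paper states that intermediate and endothelial cells of both samples overlap. The samples used different barcode sets, and library batch cannot be told apart from BMP4. The shares of neighbors given here therefore do not decide against this statement. Without correction between samples, 0.0496% of the neighbors of BMP4+ intermediate cells and 0.0413% of those of BMP4+ endothelial cells came from the other sample. With each gene centered within its sample, an alternative chosen after the values were seen, they were 6.01% and 4.81%, against 43.4% under full mixing, and for BMP4− intermediate and endothelial cells 0.331% and 0.289%, against 56.6%.

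The paper states, from qPCR and bulk RNA-seq together, that genes such as *Sox17*, *Gata4* and *Gata6* are enriched in PrECLCs. In bulk RNA-seq *Sox17* and *Gata4* were higher with BMP4 in JGES at day 7, and *Gata6* was lower, at 7.00 FPKM against 12.1 FPKM without BMP4. In scRNA-seq *Gata6* was higher with BMP4, at 25.8 CPM against 5.64 CPM, and at 74.4 CPM in the BMP4+ PrECLCs.

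The paper states that where SALL4 is present BMP4 raises PrE genes. In JGESO 9 of the 12 PrE genes were lower with BMP4, with a median within random lists (at percentile 3.51). Of the 100 genes of the PrECLCs, 60 were higher there (at percentile 99.98). In JGEO, without delivered *Sall4*, 8 of the 12 were higher (at percentile 99.05) and 68 of the 100 (at percentile 99.97). The BMP targets had a median log2 change with BMP4 of −0.06 in JGEO and 0.20 in JGESO, both within random lists. Whether added BMP4 acted in these pairs of libraries is therefore open, and they do not decide on the paper's statement.

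The paper states that loci with FOX, SOX, GATA and KLF motifs open more with SALL4 delN12. For 3 of the 4 families the share of opened sites with the motif was higher with SALL4 delN12 beyond its confidence interval, and for KLF it was 2.89% against 2.86%. With a motif window of 200 bp, an alternative set before the data were examined, the KLF share was 10.6% against 9.56%, higher with SALL4 delN12 beyond its confidence interval. In the sites opened only at day 11 the KLF share was 3.56% against 2.71%.

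The paper describes SALL4 Cut&Tag at PrE genes as alike in both forms. A SALL4 peak was found at 5 of the 12 PrE promoters with SALL4 delN12 and at 9 with SALL4 WT, and at 27 and 47 of the 100 genes, while over all promoters it was found at 44.3% and 57.4%. With peaks of a score of at least 100 the PrE promoters numbered 4 and 5, and the 100 genes 18 and 31.

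The paper states that H3K27ac is more enriched at PrE genes with SALL4 delN12. It compares the signal around their start sites (Fig. 6j, k), which was not analysed here, and peaks are another measure. The number of PrE promoters with a peak was 6 in both forms, and the score was higher with SALL4 delN12 at all 6. Of the 100 genes 55 and 32 had a peak. With peaks of a score of at least 100 these numbers were 39 and 16, and 6 and 5 for the PrE promoters, with promoters of 5 kb 60 and 36, and with equal numbers of peaks 24 and 32.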

Other observations

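Of the tests in this part, those of neighbors across samples, of scRNA-seq against bulk RNA-seq, of pluripotency UMIs in PrECLCs and of the cluster with many UMIs were chosen only after the result was seen. The BMP target, endoderm and hemoglobin lists were also chosen after the data had been seen. The tests on Cut&Tag peaks were written before their results were seen.

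Cells of the scRNA-seq samples had almost no neighbors from the other sample. The difference in depth is argued against, since with every cell thinned to 4000 UMIs the share among BMP4+ intermediate cells was 0.0234%. Different counting of reads on exons shared between genes is argued against, since without such genes the share was 0.0720%. Of 2341 genes compared, 335 differed over 2-fold between the samples in each of the 3 cell types found in both samples, and all 335 in the same direction. The 2 samples used 960 and 480 barcode starts, with 129 in both. Their barcode sets therefore differed, and library kits or batches may differ with them. Library batch and BMP4 cannot be told apart here, because each condition is 1 library. An effect of BMP4 on all cell types stays open and was not tested.

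The changes with BMP4 at day 7 were compared between scRNA-seq and bulk RNA-seq over 5940 genes, with a Spearman correlation across genes of 0.448, where genes are not independent replicates. The changes in scRNA-seq were higher by a median of 0.66 on the log2 scale, and with this shift subtracted they were more than 8-fold apart from those in bulk RNA-seq for 20 genes. Of these, 55% share exons with another gene, against 8.19% of the other 5920 genes, which is consistent with reads on shared exons being counted differently in the scRNA-seq table. Without subtracting the shift, 26 genes were more than 8-fold apart, of which 34.6% share exons, against 8.23% of the others. The other 9 of the 20 genes share no exons, and why they differ was not tested. *Atp6v0c* is one of them, at 956 CPM with and 2.18 CPM without BMP4 in scRNA-seq, and at 407 FPKM with and 211 FPKM without BMP4 in bulk RNA-seq.

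Among the BMP4− PrECLCs, 22.5% had more than 12.3 pluripotency UMIs per 10000, against 1.38% of the endothelial and 1.01% of the intermediate cells. The 1.01% is 63 of 6211 cells and may follow from where this cutoff was set, so the endothelial cells are the safer comparison. These UMIs were not counted over the full list of 20 pluripotency genes. Free RNA of the pluripotent cells would reach all cell types alike, so the 22.5% argues against it. Doublets of a PrECLC and a pluripotent cell would have a median near 27006 UMIs, the sum of the medians of both types. Of these 32 cells 6.25% reached it, which argues against doublets as the whole cause. Of the same 32 cells 7 were among the 6% with the highest Scrublet scores, against 20 of all 142 BMP4− PrECLCs, so doublets stay open for a part of them. Cells on the way between the fates stay open as a hypothesis that was not tested.

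A cluster of 437 cells, of which the authors assigned 249 to PrECLCs and 153 to intermediate cells, had a median of 36400 UMIs. Of its cells 67.3% were among the 6% with the highest Scrublet scores, which is consistent with doublets. Without those 6% of cells in either sample, PrECLCs made up 20.01% of the BMP4+ cells.

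H3K27ac peaks were more numerous with SALL4 delN12, 45599 against 19841. With the same number of highest-scoring peaks in both libraries, the number of promoters of the 100 genes with a peak differed by −8, SALL4 delN12 minus SALL4 WT, while 48.0% and 50.9% of all promoters had one. That −8 is not above 0 is consistent with more peaks called in the SALL4-delN12 library as the source of its larger number of promoters with a peak. Whether more peaks reflect depth or more acetylation stays open, since depth is unknown.

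Of the SALL4 peaks, 63.3% with SALL4 delN12 and 69.8% with SALL4 WT lay in ATAC-seq peaks of day 5. Cutting of open chromatin by the transposase of Cut&Tag alone would put nearly all SALL4 peaks there and would leave the SALL4 motif ATATT no more frequent at their centers than beside them. The first did not hold. The second did, with ATATT at 6.56% of the centers and 7.21% beside them in the SALL4 delN12 peaks within ATAC-seq peaks. Yet ATAC-seq peaks without a SALL4 peak had ATATT at 2.09% of the centers and 5.03% beside them, a ratio of 0.416 against 0.910 in the SALL4 peaks, and with SALL4 WT the ratios were 0.259 and 0.702. This goes toward SALL4 binding, but the peaks without SALL4 also had fewer A and T bases at the center, 44.2% against 51.8% with SALL4 delN12. SALL4 binding and such cutting therefore cannot be told apart for these peaks, and a control without antibody was not used here. Between the forms, 52.1% of the SALL4 delN12 peaks overlapped a SALL4 WT peak.

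Outside ATAC-seq peaks, ATATT was found at the center of 10.0% of the SALL4 peaks with SALL4 delN12 and 3.10% with SALL4 WT. Beside the centers it was more frequent, at 11.2% and 5.37%, so the center shares alone do not show SALL4 binding. A higher AT content of the peaks is argued against as the whole cause, since at the same AT content the ratio of the shares was 1.62 (95% interval 1.47 to 1.78). H3K27ac peaks outside ATAC-seq peaks had a ratio of 1.79 (1.18 to 2.72), which is consistent with a difference between the libraries or the chromatin of the forms whatever the antibody. A difference in where SALL4 binds stays open.

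At the 5 regulon genes, 1 promoter had a SALL4 peak with SALL4 delN12 and 2 with SALL4 WT, and 1 had an H3K27ac peak in each form. In MEFs all 5 had an ATAC-seq peak.

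With SALL4 delN12 minus SALL4 WT, the median log2 difference of the BMP targets was −1.45, −1.25, −1.17 and −0.23 at days 1, 5, 9 and 11, with 2 higher and 4 lower at each day. That of the pluripotency genes was 0, 0.11, 0 and 0.14, and that of the parietal endoderm genes −0.58, −0.49 and 0.22 at days 5, 9 and 11. The visceral endoderm genes rose from day 1 to day 11 by a median of 1.89 with SALL4 delN12 and 0.27 with SALL4 WT, while the difference between the forms had a median of 0.17, 0.11 and 0.02 at days 1, 5 and 9 and went both ways at day 11, with 5 higher and 4 lower. The hemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs*, *Hbb-bt*, *Hbb-y* and *Hba-x* rose by a median of 0.12 from day 1 to day 11 with SALL4 delN12 and 1.90 with SALL4 WT, where 3 of 6 had an FPKM of at least 1 at day 11 and 0 of 6 at day 1.

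The delivered factors were also read in the libraries without and with BMP4 at day 7. *Jdp2* was at 234 and 259 FPKM in JGES, 1722 and 1499 FPKM in JGE, 1290 and 1513 FPKM in JGEO, and 319.7 and 541 FPKM in JGESO. *Esrrb* was at 171 and 128 FPKM in JGES. *Glis1* was listed at 0 without BMP4 in JGES and was at 1.13 FPKM with it.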
